# Transcriptome analysis of rice root heterosis by RNA-Seq

**DOI:** 10.1186/1471-2164-14-19

**Published:** 2013-01-16

**Authors:** Rongrong Zhai, Yue Feng, Huimin Wang, Xiaodeng Zhan, Xihong Shen, Weiming Wu, Yingxin Zhang, Daibo Chen, Gaoxing Dai, Zhanlie Yang, Liyong Cao, Shihua Cheng

**Keywords:** Heterosis, Root, Transcriptome, RNA-Seq, Hybrid rice

## Abstract

**Background:**

Heterosis is a phenomenon in which hybrids exhibit superior performance relative to parental phenotypes. In addition to the heterosis of above-ground agronomic traits on which most existing studies have focused, root heterosis is also an indispensable component of heterosis in the entire plant and of major importance to plant breeding. Consequently, systematic investigations of root heterosis, particularly in reproductive-stage rice, are needed. The recent advent of RNA sequencing technology (RNA-Seq) provides an opportunity to conduct in-depth transcript profiling for heterosis studies.

**Results:**

Using the Illumina HiSeq 2000 platform, the root transcriptomes of the super-hybrid rice variety Xieyou 9308 and its parents were analyzed at tillering and heading stages. Approximately 391 million high-quality paired-end reads (100-bp in size) were generated and aligned against the Nipponbare reference genome. We found that 38,872 of 42,081 (92.4%) annotated transcripts were represented by at least one sequence read. A total of 829 and 4186 transcripts that were differentially expressed between the hybrid and its parents (DG_HP_) were identified at tillering and heading stages, respectively. Out of the DG_HP_, 66.59% were down-regulated at the tillering stage and 64.41% were up-regulated at the heading stage. At the heading stage, the DG_HP_ were significantly enriched in pathways related to processes such as carbohydrate metabolism and plant hormone signal transduction, with most of the key genes that are involved in the two pathways being up-regulated in the hybrid. Several significant DG_HP_ that could be mapped to quantitative trait loci (QTLs) for yield and root traits are also involved in carbohydrate metabolism and plant hormone signal transduction pathways.

**Conclusions:**

An extensive transcriptome dataset was obtained by RNA-Seq, giving a comprehensive overview of the root transcriptomes at tillering and heading stages in a heterotic rice cross and providing a useful resource for the rice research community. Using comparative transcriptome analysis, we detected DG_HP_ and identified a group of potential candidate transcripts. The changes in the expression of the candidate transcripts may lay a foundation for future studies on molecular mechanisms underlying root heterosis.

## Background

Heterosis is a phenomenon in which hybrids exhibit superior phenotypes, such as enhanced biomass production, development rate, grain yield, and stress tolerance, relative to their parents. Heterosis has been effectively utilized to increase crop production in the world. It is estimated, for example, that hybrid rice, which occupies more than 50% of the total rice area in China, has a 10–20% yield advantage over inbred varieties [1]. Our knowledge of the genetic mechanisms of heterosis, however, has lagged behind its wide application. Two hypotheses-dominance [2,3] and over-dominance [4,5]-were proposed in the early 20th century to interpret heterosis. Both describe nonadditive behavior as a consequence of genetic differences between distinct homozygous parental lines and their heterozygous hybrids [6]. With the advent of molecular makers, quantitative trait locus (QTL) mapping has become a routine tool for studying the genetic basis of heterosis in crop plants; so far, however, the QTL analysis has not contributed much to the understanding of heterosis.

With the development of functional genomics, the technique of large-scale transcriptome analysis-based on cDNA or expressed sequence tag (EST) library sequencing, microarray hybridization, and serial analysis of gene expression (SAGE)-has been used to investigate heterosis in *Arabidopsis*[7,8], maize [9], and rice [10-12]. Such technologies offer the potential to unveil the molecular basis of heterosis at the transcriptional level [13,14]. These technologies have drawbacks, however, such as low throughput, high cost, low sensitivity, cloning bias, high background signal, and pre-determined probes requirements [15]. Next-generation high-throughput RNA sequencing technology (RNA-Seq) is a recently-developed method for discovering, profiling, and quantifying RNA transcripts with several advantages over other expression profiling technologies including higher sensitivity and the ability to detect splicing isoforms and somatic mutations [16]. Using RNA-Seq, significant progress has been made in understanding the transcript expression of rice over the last two years [15,17-21]. For example, transcriptome analysis of rice mature root tissue and root tips at two time points identified 1761 root-enriched transcripts and 306 tip-enriched transcripts involved in different physiological processes [15]. In addition, RNA-Seq has been applied to the identification of stress-inducible transcripts in rice [17,21]. Other than a transcriptome analysis of seedling shoots at the four-leaf stage [18], however, little effort is being expended in attempts to investigate heterosis using RNA-Seq.

Plant root systems serve a number of important functions, including anchoring the plant, absorbing water and nutrients, producing amino acids and hormones, and secreting organic acids, enzymes, and alkaloids. In recent years, considerable research and interest has focused on root systems. Some of these studies have demonstrated that heterosis levels might be higher in root traits than in aboveground agronomic traits [22-24], which suggests that roots might be an ideal organ for investigating the genetic basis of rice heterosis. Several attempts have been made to discover the molecular mechanism of root heterosis at the vegetative stage [25-27], but little attention has been paid to heterosis in the root system during the late growth stage, when accumulation, transportation, and distribution of dry matter, and ultimately, yield potential, may be influenced. There has currently been no systematic investigation into root heterosis at the two different developmental stages.

In this study, we focused our heterosis research on the late-stage high-vigor super-hybrid rice variety, Xieyou 9308, which has a grain yield of up to 12.23 × 10^3^ kg ⋅ hm^-2^[28] and was designated as “super rice” by the Chinese Ministry of Agriculture in 2005. Xieyou 9308 was bred by crossing the restorer line R9308 (with 25% *japonica* genetic components) to the maternal line Xieqingzao B (*indica*). We used RNA-Seq to investigate the global transcriptomes of roots from Xieyou 9308 and its parents at tillering and heading stages. Differentially expressed transcripts and their expression patterns were analyzed, and several potential candidate transcripts were found to be involved in carbohydrate metabolism and plant hormone signal transduction pathways. We expect this genome-wide transcriptome comparison to provide a starting point to understand the causative mechanism of the altered gene expression in the hybrid and the molecular mechanism underlying rice root heterosis.

## Results

### Characterization of Xieyou 9308 and its two parental lines

We used RNA-Seq to investigate gene expression and function in a heterotic cross involving Xieyou 9308, a super-hybrid rice variety with superior yield performance, its maternal line Xieqingzao B, and its paternal line R9308. As suggested by Pickett [29], other yield-related traits might also show heterosis. In this study, we found that the roots and aerial parts of Xieyou 9308 were more vigorous than those of either parent (Figure 1). Mid-parent heterosis (MPH) and best-parent heterosis (HPH) were calculated to measure the heterosis of aerial parts and roots (see Methods). The quantification of MPH and HPH and their statistical significance were shown in Table 1. We observed significant MPH (*p* < 0.05) for all traits at both stages except for shoot dry weight at the tillering stage. Furthermore, we also observed significant HPH (*p* < 0.05) for the root-shoot ratio at the tillering stage and root length, root dry weight, and shoot dry weight at the heading stage. The MPH and HPH of root dry weight were greater than those of shoot dry weight at both stages, indicating that the level of heterosis was much higher in roots than in aerial parts. At the tillering stage, the MPH of root length, root dry weight, and root-shoot ratio varied from 15.88% to 68.56%. By comparison, the degree of heterosis for these traits was larger at the heading stage, with the MPH ranging from 28.57% to 137.26%.

**Figure 1:**
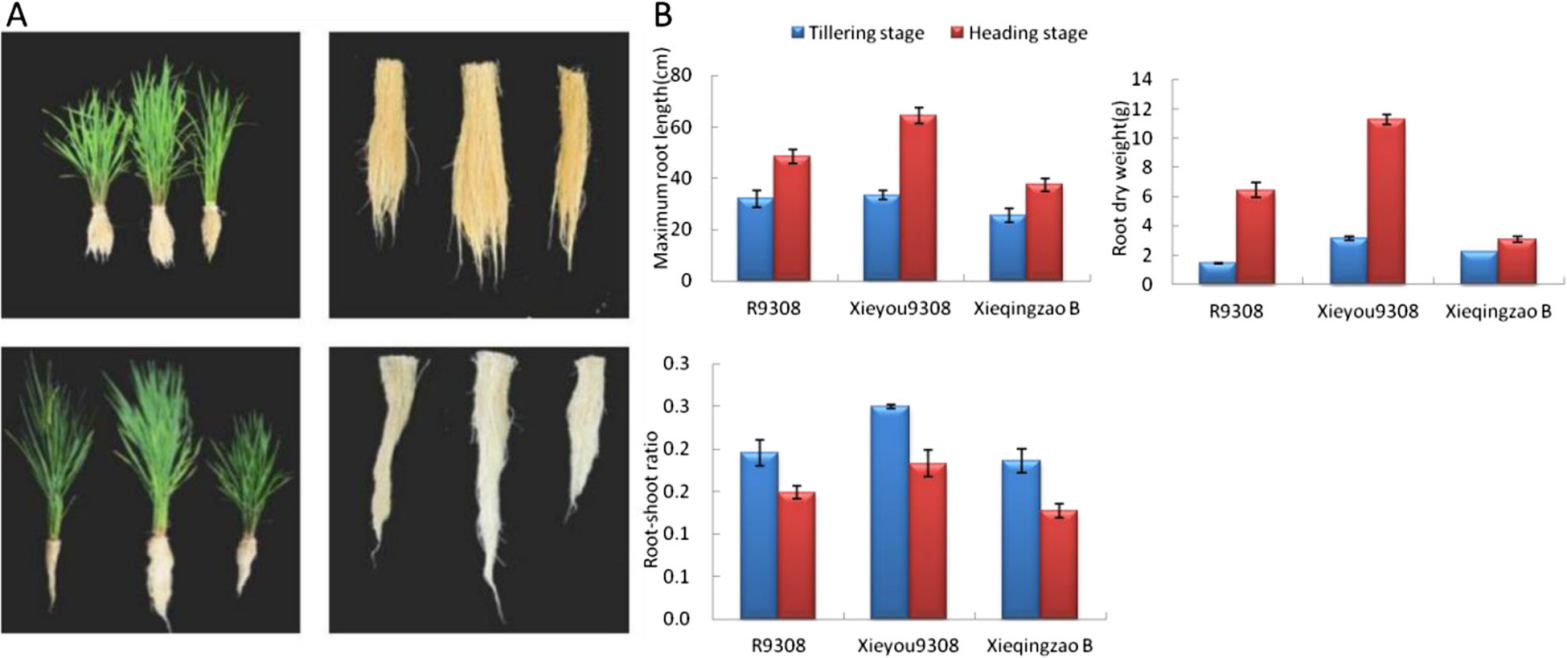
**Comparisons of heterosis in the super-hybrid rice combination Xieyou 9308.** (**A**) The upper panel illustrates the cross between Xieqingzao B and R9308 at the tillering stage. Left, Xieqingzao B; middle, Xieyou 9308; right, R9308. The lower panel shows the cross at the heading stage. Left, R9308; middle, Xieyou 9308; right, Xieqingzao B. (**B**) Root traits of Xieyou 9308, Xieqingzao B, and R9308 at tillering and heading stages.

**Table 1:** Mid-parent heterosis and high-parent heterosis of root traits at tillering and heading stages

**Stage**	**Traits**	**R9308**	**Xieyou 9308**	**Xieqingzao B**	**MPH (%)**	**HPH (%)**
Tillering stage	Root length (cm)	31.96±3.21	33.34±1.77	25.58±2.63	15.88^**^	4.32
	Root dry weight (g)	1.45±0.04	3.11±0.13	2.24±0.01	68.56^*^	38.84
	Root-shoot ratio	0.20±0.02	0.25±0.00	0.19±0.01	28.21^*^	25.00^*^
	Shoot dry weight (g)	7.45±0.81	12.48±0.39	12.07±0.85	27.85	3.36
Heading stage	Root length (cm)	48.63±2.73	64.45±3.07	37.5±2.45	49.66^**^	32.53^**^
	Root dry weight (g)	6.44±0.52	11.27±0.34	3.06±0.22	137.26^**^	75.00^**^
	Root-shoot ratio	0.15±0.00	0.18±0.02	0.13±0.00	28.57^*^	20.00
	Shoot dry weight (g)	43.21±1.34	61.86±0.64	24.13±5.15	92.29^*^	43.16^*^

^**^Significant difference with *p* < 0.01.

^*^Significant difference with *p* < 0.05.

### Mapping reads to the rice genome

To analyze the transcriptomes of the above three genotypes at tillering and heading stages, cDNA libraries were prepared from rice roots and subjected to RNA-Seq analysis on the Illumina HiSeq 2000 platform. 

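The authors' count table holds 12 libraries, 2 for each of the 3 genotypes at each of the 2 stages. The paternal line is R9308, the maternal line is Xieqingzao B, and the hybrid is their F1. Roots of plants grown in nutrient solution were sampled, poly-A RNA was sequenced as paired-end reads, and the authors filtered the reads for quality, mapped the rest to the Nipponbare genome (IRGSP build 5.0) with RSEM and counted them per annotated transcript. The values analysed are these whole counts, without normalization, and the authors' RPKM values made from them. At the tillering stage, the counts summed to 10555249 and 15830233 in R9308 (replicates 1 and 2), 11719185 and 9114100 in Xieqingzao B, and 8209696 and 12567672 in the hybrid. The heading sums were 8977219 and 9770489 in R9308, 11617284 and 10424006 in Xieqingzao B, and 9310502 and 8953884 in the hybrid. All values given here rest on the 127049519 assigned counts. The paper's Table 2 holds between 1.93 and 1.99 exonic reads for each assigned count of the same genotype and stage, where a pair holds 2 reads. Genotypes were compared within each stage with edgeR's quasi-likelihood F-test on TMM-normalized counts of the transcripts that passed edgeR's filter for low counts. A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p-value of 0.05 or less and a fold change of at least 2. Log2 fold changes are positive where the level was higher in the hybrid, and the standard error of each was taken from its F statistic. RPKM values are means ± SD (n = 2 libraries). A count of 0 in a library allows up to 3 counts, so a fold change against a genotype with 3 counts or fewer in both libraries is given as a lower bound. Where a locus had several transcripts, the transcript with the highest mean RPKM over the 12 libraries stands for it. The 2 roots of a group limit the precision of every comparison.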

In total, 448 million short reads were generated from the two developmental stages, with 391 million high-quality 100-bp reads selected for further analysis (see Methods). The two biological replicates were in good agreement with respect to gene expression levels, with 0.86 <*R*^2^ < 0.96 (Additional file 1: Figure S1). 

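Over the 42081 transcripts, the squared Pearson correlation of log2(RPKM + 1) between the 2 libraries of a group at the tillering stage was 0.855 in R9308, 0.909 in Xieqingzao B and 0.796 in the hybrid. The heading values were 0.939, 0.915 and 0.953 in the same order. These are correlations across transcripts, which are not independent replicates. On untransformed RPKM, the lowest of the 6 values fell to 0.378 and remained that of the hybrid at the tillering stage. Among the 28434 transcripts tested at the tillering stage, 11640 differed by at least 2-fold between the 2 hybrid libraries, against 4959 in R9308 and 5683 in Xieqingzao B. The SD of the log2 ratio of the 2 libraries was 1.61 in the hybrid at that stage and between 0.852 and 1.17 in the other 5 groups.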

We pooled the short reads and aligned them against the Nipponbare reference genome (IRGSP build 5.0); 50.32–73.09% of reads were mapped to exonic regions, 2.12–2.83% to intronic regions, and 4.04–5.66% to intergenic regions (Table 2). We also found that 38,872 of 42,081 (92.4%) annotated transcripts in the Nipponbare reference genome were detected by at least one sequence read.

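Over all 12 libraries, 38872 of the 42081 transcripts (92.4%) had at least 1 assigned count, 34955 had at least 10 and 28165 had at least 100. Single libraries detected between 31277 transcripts, in replicate 2 of R9308 at the heading stage, and 34398 transcripts, in replicate 1 of R9308 at the tillering stage. The transcripts belong to 34791 loci, of which 29158 have 1 transcript.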

**Table 2:** Number of mapped reads

**Sample**	**Total filtered reads**	**Exon**	**%**	**Intron**	**%**	**Intergenenic**	**%**
F12	75,780,826	40,030,725	52.82	1,609,267	2.12	3,060,859	4.04
R12	71,254,122	52,078,194	73.09	1,796,654	2.52	3,890,885	5.46
X12	79,939,758	40,222,370	50.32	1,745,087	2.18	3,398,300	4.25
F34	50,520,686	36,079,475	71.42	1,301,039	2.58	2,746,963	5.44
R34	52,582,652	37,388,453	71.10	1,487,063	2.83	2,974,902	5.66
X34	61,330,602	43,101,722	70.28	1,533,592	2.50	3,273,276	5.34
Total	391,408,646	248,900,939	63.59	9,472,702	2.42	19,345,185	4.94

R, X, and F denote R9308, Xieqingzao B, and Xieyou 9308, respectively. Numbers 12 and 34 denote samples from roots at tillering and heading stages, respectively.

### Transcriptome profiles of Xieyou 9308 and its parents

Correlations between the hybrid and its parents at tillering and heading stages were investigated using cluster analysis with Cluster 3.0 software. Xieqingzao B had smaller differences in gene expression between the two stages than did R9308 and Xieyou 9308 (Figure 2). 

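The distance between 2 groups was taken as 1 minus the Pearson correlation of their mean log2(RPKM + 1) over all transcripts. Between the 2 stages, this distance was 0.0677 in R9308, 0.0659 in Xieqingzao B and 0.0804 in the hybrid. The distance in R9308 was thus 1.03 times that in Xieqingzao B, and with 1 library drawn from each of the 6 groups this ratio was above 1 in 40 of the 64 possible draws, ranging from 0.653 to 1.70. For the hybrid over Xieqingzao B the ratio was 1.22, above 1 in 44 of 64 draws, with a range from 0.694 to 2.15. Each ratio uses only some of the 6 groups, so the draws repeat the same choices and are not 64 separate results. Restricting the transcripts to those with a mean RPKM of at least 1 turned the ratio of R9308 to Xieqingzao B round to 0.991. It also fell below 1 without either Xieqingzao B library of the tillering stage (0.868 without replicate 1, 0.896 without replicate 2) and without replicate 2 of Xieqingzao B at the heading stage (0.745), where the ratio for the hybrid fell to 0.885. Without replicate 1 of the hybrid at the tillering stage, the latter was 2.14, and without replicate 2 of R9308 at that stage the former was 1.57. A group left with 1 library has a noisier mean, which can itself lengthen its distances. The direction of these shifts therefore does not show which genotype changed more. In an edgeR fit over all 12 libraries, 356 transcripts were called between the stages in R9308, 26 in Xieqingzao B and 496 in the hybrid. At an unadjusted p-value under 0.05 these counts were 6070, 5792 and 7412. DESeq2's Wald test called 2919, 2782 and 3931 transcripts.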

Interestingly, with respect to root traits such as root dry weight, there were larger differences between the two stages in R9308 and Xieyou 9308 than in Xieqingzao B (Additional file 2: Figure S2). In addition, the transcriptome profile of Xieyou 9308 was similar to Xieqingzao B (maternal) at the tillering stage, but it was closer to R9308 (paternal) at the heading stage (Figure 2). This is consistent with the results obtained from root dry weight at corresponding stages (Table 1).

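In tillering roots, the distance of the hybrid was 0.0471 to Xieqingzao B and 0.0882 to R9308, a ratio of 1.87 of the paternal over the maternal distance. In draws of 1 library per group, the ratio lay between 0.995 and 2.94 and was above 1 in 56 of 64 draws. At either stage only the groups of that stage enter the ratio, so the 64 draws repeat the same choices. Heading roots of the hybrid were at a distance of 0.0381 from R9308 and 0.0630 from Xieqingzao B, and the ratio of 0.606 lay between 0.494 and 0.878 over the draws, with 0 of 64 above 1. Euclidean distance gave a heading ratio of 0.779, the largest move under any other distance. Average linkage of the 6 groups joined Xieqingzao B and the hybrid at the tillering stage, and R9308 and the hybrid at the heading stage. When the 12 libraries were clustered separately, the 2 hybrid libraries of the tillering stage were not neighbours, and neither were the 2 R9308 libraries. Replicate 1 of the hybrid was at a distance of 0.0465 from replicate 2 of Xieqingzao B and of 0.108 from the other hybrid library. Replicate 2 of R9308 was at 0.0513 from replicate 1 of Xieqingzao B and at 0.0755 from the other R9308 library.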

**Figure 2:**
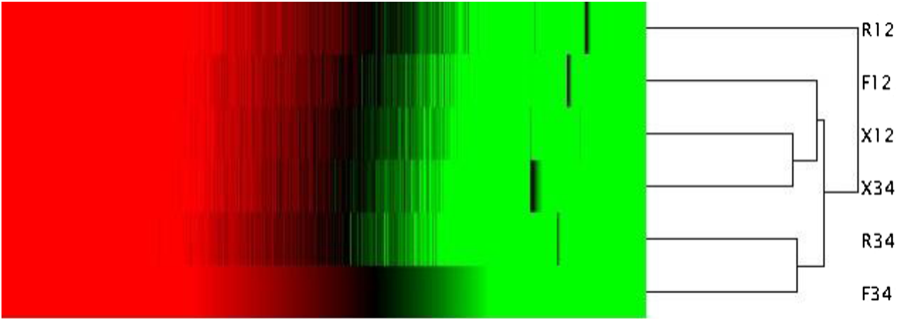
**Hierarchical cluster analysis of all transcripts.** The color key represents RPKM normalized log_2_ transformed counts. R, X, and F denote R9308, Xieqingzao B, and Xieyou 9308, respectively. Numbers 12 and 34 denote samples from roots at tillering and heading stages, respectively.

### Identification of differentially expressed genes (DEGs) by RNA-Seq

Gene expression levels were measured as reads per kilobase per million reads (RPKM), with RPKM values ranging from 0 to over 10^4^. 

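The authors' RPKM values equal the counts divided by transcript length in kilobases and by the library's assigned counts, so that libraries of unlike depth can be compared. The highest value was 10440.8, in replicate 2 of Xieqingzao B at the heading stage, from 68566 counts, and it was the only 1 of all values above 10000. In the other libraries the highest RPKM lay between 2595 and 8438. The 10 transcripts with the most counts took between 2.34% and 5.08% of a library.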

Putative DEGs were identified using the following criteria: (1) false discovery rate (FDR) less than or equal to 0.05 and (2) fold change (FC) greater than or equal to 2. 

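edgeR's filter left 28434 transcripts for testing at the tillering stage and 27187 at the heading stage. The common biological coefficient of variation was 0.554 at the tillering stage and 0.370 at the heading stage. In all, 7 transcripts were called at the tillering stage between at least 1 pair of the 3 genotypes, and 3697 were called at the heading stage. Of the alternatives, DESeq2's Wald test moved the tillering total most among those set beforehand, to 3260 transcripts, with 5914 at the heading stage. Between R9308 and Xieqingzao B, 7 transcripts were called at the tillering stage and 2926 at the heading stage, of which 1196 were higher and 1730 were lower in Xieqingzao B. Scaled by library size alone, the split at the heading stage was nearly even, with 1432 higher and 1479 lower. At an unadjusted p-value under 0.05, 2563 and 7707 transcripts differed between the parental lines.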

Using these criteria, we identified 1776 transcripts as reliable DEGs at the tillering stage and 4991 transcripts at the heading stage among the three genotypes. For a detailed comparison, see Additional file 3: Table S1. DEGs between the hybrid and its parents are designated as DG_HP_, and those between the parental lines are designated as DG_PP_. DG_HP_ may be relevant to heterosis because differences in expression between the hybrid and its parents should underlie their phenotypic differences, while DG_PP_ only represents the differences between the two parental lines [12]. In total, 829 and 4186 DG_HP_ were identified at tillering and heading stages, respectively (Table 3, Figure 3A and B). 

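The quasi-likelihood test called 3 DG_HP_ at the tillering stage and 2368 at the heading stage. At an unadjusted p-value under 0.05, 5947 and 9985 transcripts differed between the hybrid and at least 1 parent. Counts at the tillering stage rested on the treatment of the spread between the 2 libraries of a group. An exact test with a single dispersion for all transcripts called 2358 and 4781 DG_HP_, an exact test with tagwise dispersions called 1494 and 4331, and a model with the replicate number as a block called 0 and 343. In counts simulated with the spread of the tillering stage and 200 changed transcripts, the quasi-likelihood test found 0 of the 200 changed by 4-fold in either comparison and 93 and 78 of those changed by 16-fold, with 10 and 3 false calls. The exact test with a single dispersion found 15 and 11 of those changed by 4-fold and made 264 and 273 false calls, and DESeq2's Wald test found 68 and 66 with 132 and 122 false calls. Of the changes by 16-fold, the exact test found 177 and 178 with 316 and 286 false calls, and DESeq2's found 179 and 181 with 156 and 189. With the spread of the heading stage, the quasi-likelihood test found 29 and 48 of those changed by 4-fold. Of those changed by 16-fold it found 186 in both comparisons, with 24 and 23 false calls. Of the changes by 4-fold at the heading stage, the exact test found 119 and 120 with 415 and 446 false calls, and DESeq2's found 160 and 154 with 117 and 104, against 6 and 5 of the quasi-likelihood test. Without a test, 12311 transcripts at the tillering stage and 10528 at the heading stage had a fold change of at least 2 between the means of the hybrid and a parent. In the authors' deposited table, 829 and 4186 transcripts are DG_HP_. Of these, 620 and 4018 passed the filter and were tested here. The exact test with a single dispersion called 620 and 3284 of them. With the quasi-likelihood calls, the authors' table shares 3 at the tillering stage and 1967 at the heading stage. The 3 tillering transcripts, 2 of them named after their values were seen, are Os07t0432333-01, Os07t0429700-01 and Os11t0303800-01, all annotated as conserved hypothetical proteins. Os07t0432333-01 had 0.435 ± 0.0361 RPKM in R9308, 892 ± 8.16 in Xieqingzao B and 276 ± 20.5 in the hybrid, and rose against R9308 by 9.21 on the log2 scale (standard error 0.42, adjusted p = 0.0221). The other 2 rose against R9308 by 8.99 and 7.81, and all 3 lay between the parental levels.

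**Figure D1:**
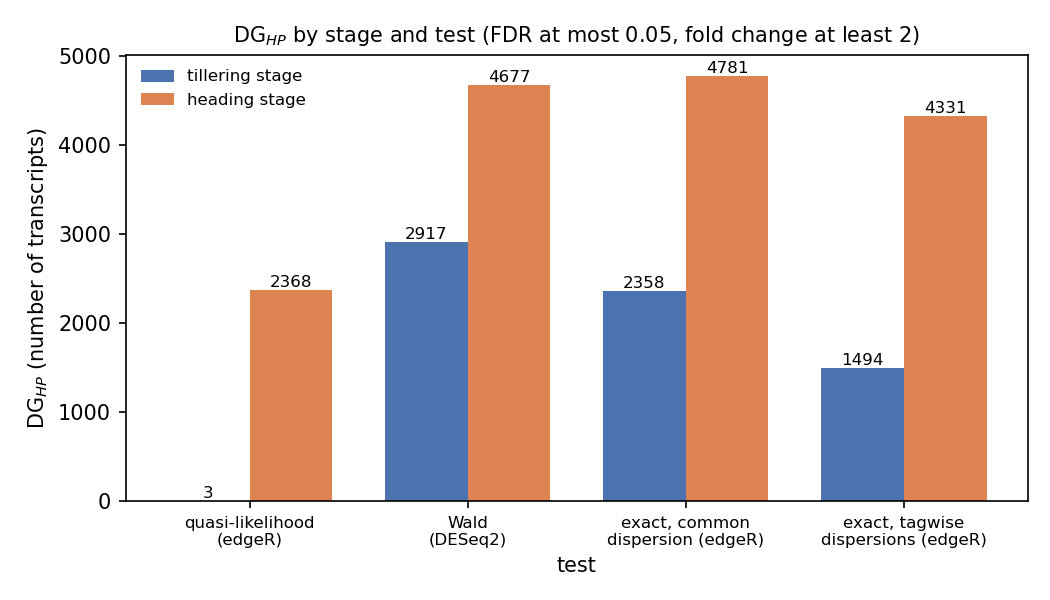
Number of DG_HP_ at the tillering and heading stages under 4 tests. With the quasi-likelihood test, 3 transcripts were called at the tillering stage and 2368 at the heading stage, and each of the 4 tests called more at the heading stage.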

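At the tillering stage, 3 transcripts were called between R9308 and the hybrid and 0 between Xieqingzao B and the hybrid, where the smallest adjusted p-value was 0.272. At an unadjusted p-value under 0.05, 4920 transcripts differed from R9308 and 2438 from Xieqingzao B. DESeq2's Wald test called 2508 and 834 transcripts in these comparisons, and 81 transcripts were called against Xieqingzao B when all 12 libraries were fitted together. Every setting that made calls gave more of them against R9308.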

Of the 829 DG_HP_ at the tillering stage, 730 transcripts showed differences between R9308 and Xieyou 9308, whereas only 148 exhibited differences between Xieqingzao B and Xieyou 9308. At the heading stage, 3013 transcripts showed differences between Xieqingzao B and Xieyou 9308, whereas only 1750 transcripts exhibited differences between R9308 and Xieyou 9308 (Table 3). These results suggest that gene expression in Xieyou 9308 is more similar to that in Xieqingzao B than to that in R9308 at the tillering stage. In contrast, at the heading stage, gene expression in Xieyou 9308 is more similar to that in R9308 than to that in Xieqingzao B. These observations are consistent with the results from the hierarchical cluster analysis described above.

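Between the heading libraries, 2203 transcripts were called for Xieqingzao B and the hybrid, 1454 of them higher and 749 lower in the hybrid. Scaling by library size alone gave a more even split of 1210 higher and 1033 lower. Between R9308 and the hybrid, 241 transcripts were called, 194 higher and 47 lower. At an unadjusted p-value under 0.05 the counts were 7834 and 4281. DESeq2's Wald test called 3833 and 1401 transcripts, and the largest move against R9308 was to 1688 calls with the exact test with a single dispersion. With the replicate number as a block, 343 transcripts were called against Xieqingzao B and 0 against R9308, where 3344 had an unadjusted p-value under 0.05. Among called transcripts whose libraries did not overlap and whose mean RPKM over the 6 libraries of the stage was at least 5, the largest rise against R9308 was that of Os01t0926300-01, annotated as similar to transaldolase. It had 0 counts in both R9308 libraries and was at least 1295-fold higher in the hybrid, at 261 ± 65.6 RPKM, while Xieqingzao B had 352 ± 27.4. The largest rise against Xieqingzao B was that of Os01t0926300-02, another transcript of the same locus, with 0 counts in both Xieqingzao B libraries and a level at least 1499-fold higher in the hybrid, at 263 ± 52.3 RPKM, while R9308 had 473 ± 44.3. The parents thus differed in which transcript of this locus was counted, and the hybrid had both at levels between those of the parents. Os06t0172200-02, annotated with an EF-hand domain, showed the largest fall against both parents. It had 0 counts in both hybrid libraries, which puts the hybrid at least 145.8-fold lower than R9308 and at least 209-fold lower than Xieqingzao B. This holds for a single transcript, so it does not show that the locus was silent in the hybrid.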

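Both comparisons share the hybrid libraries, so a deviation of these libraries enters both. Of the transcripts called at the heading stage, 76 were called against both parents, 21 of them higher in the hybrid than in both and 21 lower than in both. An unadjusted p-value under 0.05 against both parents was reached by 1411 transcripts at the tillering stage and 2130 at the heading stage. In 20 simulations of unchanged groups with shared hybrid libraries, the median was 346.5 and 322 transcripts. The simulations gave all genotypes of a stage the same spread. At the tillering stage the SD of the log2 ratio of the 2 libraries was 1.61 in the hybrid, 1.17 in R9308 and 1.14 in Xieqingzao B. The tillering median may thus be too low a reference. At the heading stage the hybrid had the lowest SD (0.852). Whether a difference from a parent changed between the stages was tested as an interaction in all 12 libraries. No transcript passed this test for either parent (0 of 29560), and 4666 and 4486 had an unadjusted p-value under 0.05 for R9308 and Xieqingzao B. From the numbers of DEGs and the cluster analysis, the paper proposes that expression in the hybrid was nearer to Xieqingzao B at the tillering stage and nearer to R9308 at the heading stage.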

**Table 3:** Number and classification of DEGs

**Stage**	**DG**_**PP**_	**DG**_**HP**_	**R/F**	**X/F**	**Total**
Tillering stage	1465	829	730	148	1776
Heading stage	2971	4186	1750	3013	4991

R, X, and F refer to R9308, Xieqingzao B, and Xieyou 9308, respectively. DG_PP_ refers to DEGs between both parents, and DG_HP_ refers to DEGs between the hybrid and parents.

**Figure 3:**
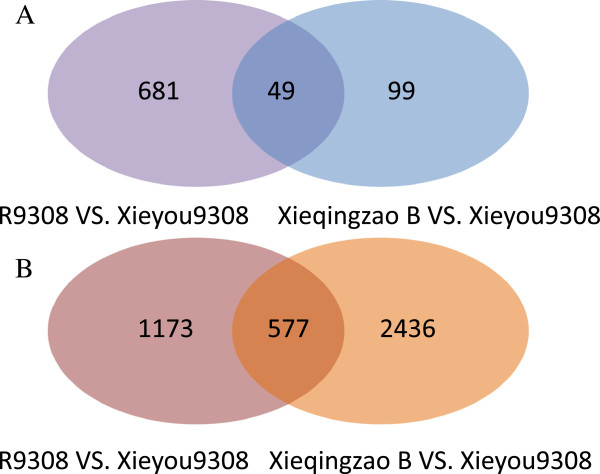
**DEGs in the rice heterotic crosses.** Venn diagram of DEGs between the hybrid and its parents at (**A**) tillering and (**B**) heading stages.

Treating gene expression levels as quantitative traits, traditional quantitative genetic parameters, such as composite additive effect [*a*] and composite dominance effect [*d*], were estimated for our expression profile. We classified DG_HP_ according to the dominance ratio *h*_p_ (= [*d*]/[*a*]), based on 99.8% confidence intervals constructed for [*d*] - [*a*] ([*d*] > 0) and [*d*] + [*a*] ([*d*] < 0) (see Methods). Depending on the sign of [*d*], *h*_p_ was classified as either negative or positive (Additional file 4: Table S2). DG_HP_ were then classified into four expression patterns: above high-parent (AHP) (*h*_p_ > 1), high-parent level (HPL) (*h*_p_ = 1), low-parent level (LPL) (*h*_p_ = −1), and below low-parent (BLP) (*h*_p_ < −1). 

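The additive, dominance and replication effects were fitted to the RPKM values of the 6 libraries of a stage, transcript by transcript, with the absolute value of [*a*] in both differences. This leaves 2 residual degrees of freedom, so that a 99.8% confidence interval extends 22.33 standard errors to each side. A transcript is placed above or below both parents only where its interval lies wholly beyond the parental level. All others are placed at the level of a parent. These include hybrids at that level and hybrids merely not separable from it. They also include hybrids whose interval excludes zero on the side between the parents. On 5000 simulated transcripts per class with small error, between 99.82% and 100% were placed in the class they were made for. For the 2368 DG_HP_ at the heading stage, the hybrid mean was above both parents in 816, below both in 570 and between them in 982.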

As shown in Figure 4, transcripts that were classified as LPL at the tillering stage and transcripts that were classified as HPL at the heading stage accounted for most of the DG_HP_. In addition, there were more down-regulated transcripts (LPL and BLP) than up-regulated transcripts (AHP and HPL) at the tillering stage. 

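All 3 DG_HP_ called at the tillering stage were LPL, although their hybrid means lay between the parental levels. Of the 2368 called at the heading stage, 11 were AHP (0.465%), 1294 were HPL (54.6%), 1060 were LPL (44.8%) and 3 were BLP (0.127%). With log2(RPKM + 1) in place of RPKM, HPL rose to 66.3% at the heading stage, and the 3 transcripts at the tillering stage became HPL. A 95% interval gave 219 AHP, 1086 HPL, 982 LPL and 81 BLP at the heading stage. With [*a*] taken with its sign, 14 were AHP and 52 BLP at the heading stage, and 1 of the 3 tillering transcripts was BLP. Without the replication effect, 35 were AHP and 11 BLP at the heading stage. For the DG_HP_ of the exact test with a single dispersion, a set chosen after the data were seen, the tillering classes were 4 AHP, 806 HPL, 1547 LPL and 1 BLP.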

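The hybrid was below the mid-parent RPKM in all 3 DG_HP_ of the tillering stage, a share of 100% with a 95% Wilson interval from 43.9% to 100%. The called comparison of these 3, that with R9308, went up, so the direction turns round when it is read from the comparison or from log2(RPKM + 1), with 0 of 3 down. In the larger set called by the exact test with a single dispersion, 65.6% of 2358 transcripts were below the mid-parent (63.7% to 67.5%), and 61.9% of the 2917 called by DESeq2's Wald test were. The 829 DG_HP_ of the authors' deposited table gave 72.5%. Read from log2(RPKM + 1), the share was 58.2% in the set of the exact test and 67.1% in that of the authors' deposited table. Among all transcripts tested at the tillering stage, 49.4% were below the mid-parent. Transcripts are not independent, and the intervals cover counting error only.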

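At the heading stage, 1063 of 2368 DG_HP_ were below the mid-parent RPKM (44.9%, 95% Wilson interval 42.9% to 46.9%) and 1305 were above it. Read from the called comparison, the share that was lower in the hybrid was 31.7% of 2334 transcripts. Those called in opposite directions against the parents were left out of this share. Scaling by library size alone shifted the median log2 ratio of all tested transcripts between the hybrid and Xieqingzao B by -0.13, and 54.8% of the 2404 transcripts then called were below the mid-parent. Of all 27187 transcripts tested at this stage, 58.3% were below it.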

At the heading stage, however, the results were completely reversed.

**Figure 4:**
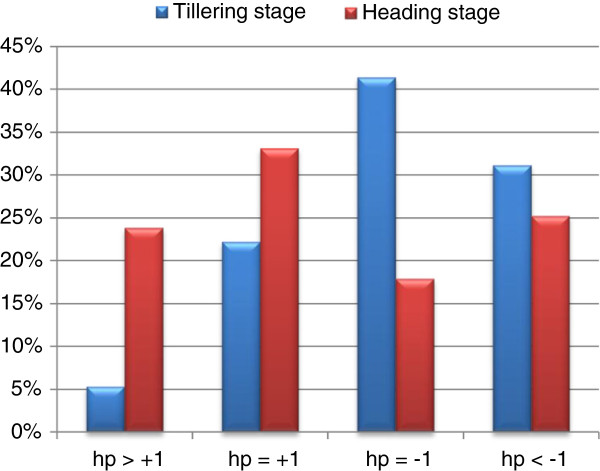
**Breakdown of the DG**_**HP**_**at tillering and heading stages according to the dominance ratio *h***_**p**_**.** For the differences [*d*] - [*a*] ([*d*] >0) and [*d*] + [*a*] ([*d*] <0), 99.8% confidence intervals were constructed. Depending on the sign of [*d*], *h*_p_ was classified as either positive or negative.

### Functional classification by Gene Ontology (GO)

GO slim was used for the functional classification of DG_HP_, and the annotations were plotted using Web Gene Ontology Annotation Plot (WEGO) software [30]. 

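At the tillering stage, 0 of the 3 DG_HP_ carried a GO term in the authors' annotation. Of the 2368 DG_HP_ of the heading stage, 1301 (54.9%) did, 924 of them with a biological process term. Of the 4781 DG_HP_ called at the heading stage by the exact test with a single dispersion, 2600 carried a term. Among all transcripts tested, 52.5% at the tillering stage and 53.2% at the heading stage did.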

In total, 493 of the 829 DG_HP_ at the tillering stage and 2442 of the 4186 DG_HP_ at the heading stage were assigned to at least one term in GO molecular function, cellular component, and biological process categories. Transcripts from the two stages were further classified into 42 functional subcategories, providing an overview of ontology content (Figure 5). In the biological process category, cellular process and metabolic process were the most highly represented groups, indicating that extensive metabolic activities were taking place in roots of hybrid plants during both stages. In the molecular function category, binding and catalytic processes were prominently represented, while cell and cell parts dominated the cellular component category.

**Figure 5:**
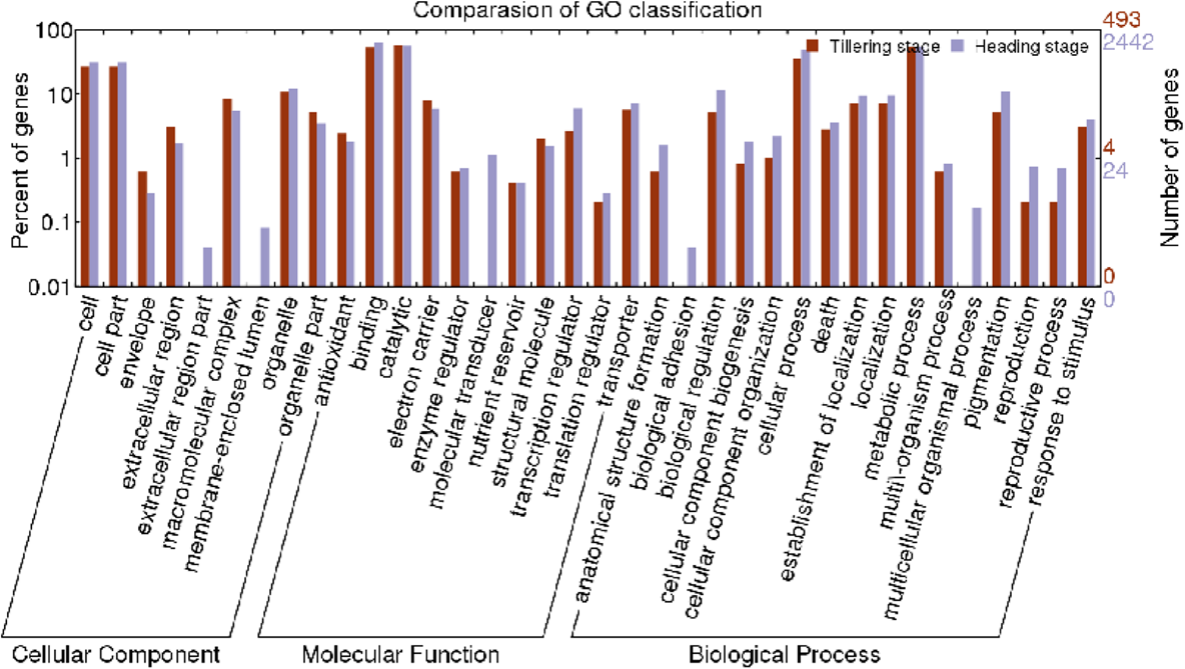
**Comparison of Gene Ontology (GO) classifications of DG**_**HP**_**at tillering and heading stages.**

We further identified GO terms in the biological process category that were over-represented (*p* < 0.05) in DG_HP_ at tillering and heading stages (Tables 4 and 5). These GO terms served as indicators of significantly different biological processes underlying heterosis at tillering and heading stages. 

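Over-representation was tested with a one-sided Fisher's exact test for each biological process term with at least 5 tested transcripts. The background was the tested transcripts with a process term, 10190 at the tillering stage and 9879 at the heading stage. No term could be over-represented at the tillering stage, since 0 of the 3 DG_HP_ had one (0 of 293 terms, also at an unadjusted p-value under 0.05). Among the 292 terms tested at the heading stage, 2 had an adjusted p-value under 0.05 and 14 an unadjusted one. Of the 20 terms in Table 5, 7 had an unadjusted and 2 an adjusted p-value under 0.05. The DG_HP_ of the exact test with a single dispersion moved these counts most, to 5 terms at the tillering stage and 12 at the heading stage. In 20 random sets of transcripts, 1 term was called in all. A large term planted at a strong excess was found in 20 of 20 sets, which leaves the power for a weaker excess untested. Transcripts were drawn independently, so the sets do not reproduce any dependence between transcripts.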

GO terms such as metabolic process, carbohydrate metabolic process, oxidation reduction, photosynthesis (light harvesting), photosynthesis, apoptosis, and response to oxidative stress were enriched in both sets of transcripts from the two stages, suggesting that the same biological processes were required to maintain root activities during both tillering and heading stages. 

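Apoptosis was over-represented at the heading stage, with 55 of 294 transcripts among the DG_HP_ against 27.5 expected (Fisher's exact test, adjusted p = 0.000108). Oxidation reduction had 31 of 201 (adjusted p = 0.212) and photosynthesis 9 of 43 (adjusted p = 0.592). Metabolic process had 138 of 1330 and light harvesting 4 of 21 (unadjusted exact p = 0.0935 and p = 0.127). Carbohydrate metabolic process had 34 of 405 transcripts against 37.9 expected, and response to oxidative stress had 7 against 12.5 expected. The latter turned round under the exact test with a single dispersion, to 43 against 25.0 expected (adjusted p = 0.00516), where oxidation reduction had 59 of 201 (adjusted p = 0.00516) and light harvesting 19 of 21. Among the DG_HP_ of the exact test with a single dispersion, photosynthesis had 31 of 43 (adjusted p = 9.01e-12) and carbohydrate metabolic process 103 of 405 (adjusted p = 0.0112) at the heading stage. Under that test, the tillering terms with an adjusted p-value under 0.05 were light harvesting (9 of 10, adjusted p = 7.86e-07), metabolic process (168 of 1362), transmembrane transport (14 of 47), photosynthesis (10 of 29) and apoptosis (46 of 305). When only tillering calls whose libraries did not overlap were taken, light harvesting fell to 2 of 10 and photosynthesis to 6 of 29 (adjusted p = 0.473).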

Some striking differences were found, however, between the two sets of enriched GO terms. In particular, GO terms related to protein phosphorylation, transport, cellulose biosynthetic process, and glycolysis were highly enriched in DG_HP_ at the heading stage (Additional file 5: Figure S3).

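Protein amino acid phosphorylation had 158 of 1216 transcripts among the DG_HP_ of the heading stage, against 113.7 expected (Fisher's exact test, adjusted p = 0.000727). Under the exact test with a single dispersion it had 245 of 1216 (adjusted p = 0.735). Transport had 55 of 451 (adjusted p = 0.769) and cellulose biosynthetic process 10 of 56 against 5.24 expected (adjusted p = 0.879). The latter reached 25 of 56 (adjusted p = 0.000522) under the exact test with a single dispersion. Glycolysis had 6 of 94 transcripts against 8.79 expected, and 14 of 94 under that other test (unadjusted exact p = 0.884 and p = 0.861).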

**Table 4:** **Significant GO terms of DG**_**HP**_**in the biological process category at the tillering stage**

**GO_term**	**GO_term_annotation**	***p***
GO:0008152	metabolic process	2.16E-10
GO:0005975	carbohydrate metabolic process	0.000185
GO:0055114	oxidation reduction	1.20E-08
GO:0009765	photosynthesis, light harvesting	8.77E-28
GO:0015979	photosynthesis	4.18E-15
GO:0006915	apoptosis	0.029295
GO:0006979	response to oxidative stress	0.046569
GO:0055085	transmembrane transport	0.006749
GO:0006032	chitin catabolic process	0.006834
GO:0016998	cell wall macromolecule catabolic process	0.033934
GO:0015977	carbon fixation	4.81E-05
GO:0006098	pentose-phosphate shunt	0.003488
GO:0006952	defense response	0.025179
GO:0006006	glucose metabolic process	0.020128
GO:0006808	regulation of nitrogen utilization	0.033911
GO:0009607	response to biotic stimulus	0.003078
GO:0022900	electron transport chain	0.010189
GO:0016114	terpenoid biosynthetic process	0.009143
GO:0050832	defense response to fungus	0.003784
GO:0016559	peroxisome fission	0.020856
GO:0019509	L-methionine salvage from methylthioadenosine	0.016498
GO:0015995	chlorophyll biosynthetic process	0.04225
GO:0042742	defense response to bacterium	0.003784

**Table 5:** **The top 20 most represented GO terms of DG**_**HP**_**in the biological process category at the heading stage**

**GO_term**	**GO_term_annotation**	***p***
GO:0008152	metabolic process	0.001293
GO:0006468	protein phosphorylation	1.82E-06
GO:0045449	regulation of transcription	0.024656
GO:0005975	carbohydrate metabolic process	0.004871
GO:0006810	transport	0.001456
GO:0006915	apoptosis	2.43E-08
GO:0055114	oxidation reduction	0.000697
GO:0006979	response to oxidative stress	0.026271
GO:0030244	cellulose biosynthetic process	4.83E-10
GO:0044237	cellular metabolic process	0.011942
GO:0015979	photosynthesis	1.43E-06
GO:0006857	oligopeptide transport	0.011219
GO:0006096	glycolysis	0.046925
GO:0009765	photosynthesis, light harvesting	1.16E-09
GO:0006334	nucleosome assembly	0.007926
GO:0007018	microtubule-based movement	0.008653
GO:0048544	recognition of pollen	0.032814
GO:0006855	drug transmembrane transport	0.02111
GO:0007017	microtubule-based process	0.000615
GO:0051258	protein polymerization	6.73E-05

### Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapping

To identify metabolic pathways in which DG_HP_ were involved and enriched, pathway-based analysis was performed using the KEGG pathway database. As a result, 200 of 829 DG_HP_ at the tillering stage and 830 of 4186 DG_HP_ at the heading stage were classified into 12 functional categories. 

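None of the 3 DG_HP_ of the tillering stage (0 of 3) had a KEGG pathway in the authors' annotation. Of the 2368 of the heading stage, 390 (16.5%) had one. Of the DG_HP_ called by the exact test with a single dispersion, 368 and 776 transcripts had a pathway.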

As shown in Figure 6, these transcripts belonged mainly to the following KEGG pathways at both stages: carbohydrate metabolism, energy metabolism, amino acid metabolism, and lipid metabolism.

**Figure 6:**
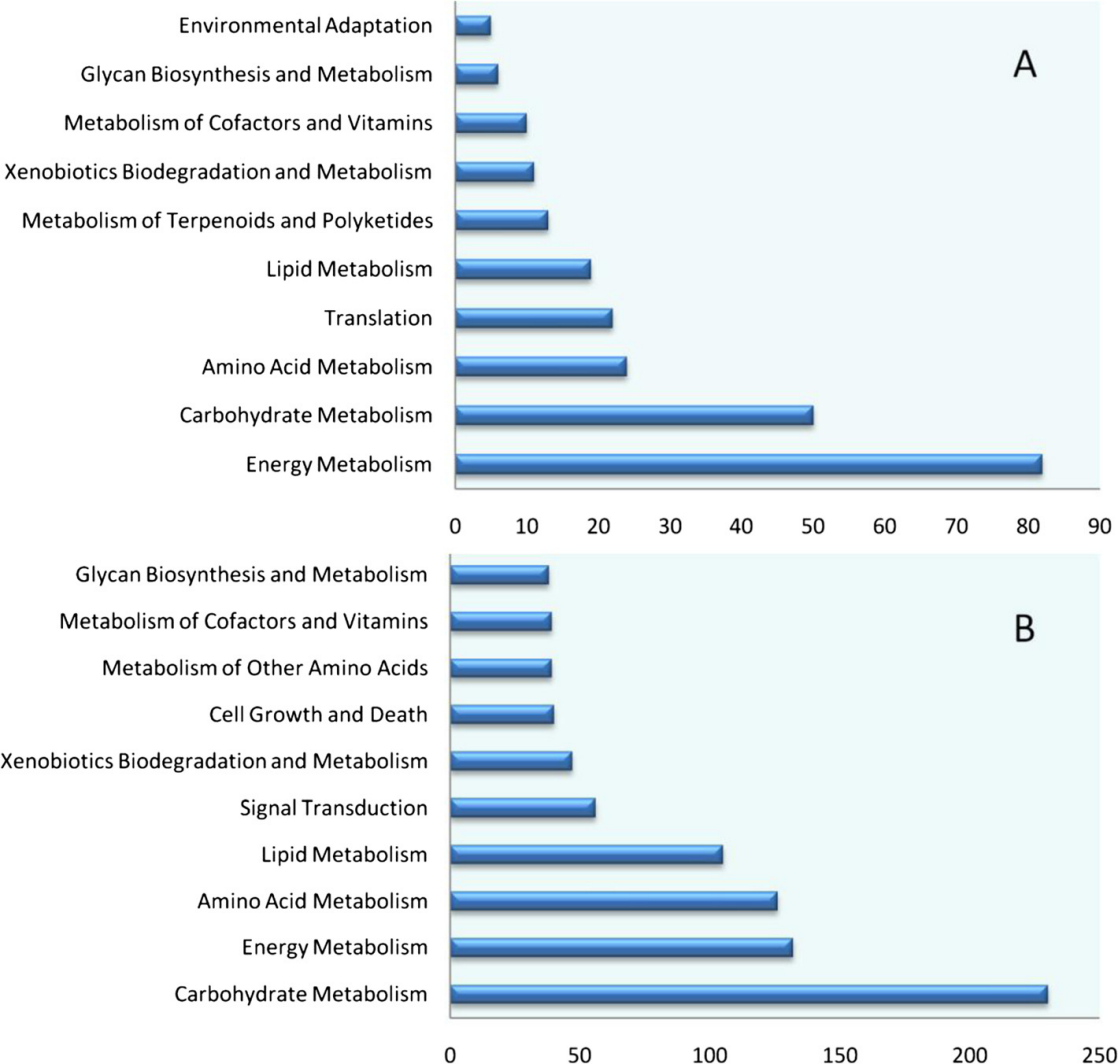
**KEGG pathway assignments at (A) tillering and (B) heading stages.** The top 10 most represented categories and the number of transcripts predicted to belong to each category are shown.

The above DG_HP_ were then classified into 164 subcategories that corresponded to their functions. We further identified KEGG Orthology (KO) terms that were over-represented in the DG_HP_ (Additional file 6: Table S3 and Additional file 6: Table S4). 

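The same test was applied to KEGG pathways, with 5352 tested transcripts with a pathway as the background at the tillering stage and 5238 at the heading stage. None of the pathways of the tillering stage was over-represented (0 of 260), and 0 were at an unadjusted p-value under 0.05, since no DG_HP_ had a pathway. Among the 257 pathways tested at the heading stage, 2 had an adjusted p-value under 0.05 and 24 an unadjusted one. Of the 33 pathways in Table S4, 16 had an unadjusted and 2 an adjusted p-value under 0.05. A background of all transcripts with a pathway left 1 pathway. Of the alternatives set beforehand, the DG_HP_ of the exact test with a single dispersion moved the counts most, to 5 pathways at the tillering stage and 10 at the heading stage. Larger counts came from sets chosen after the data were seen, with 7 at the tillering stage for the calls of that test whose libraries did not overlap, and 12 at the heading stage for the DG_HP_ of the authors' deposited table.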

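Photosynthesis had 7 of 45 pathway members among the DG_HP_ of the heading stage (adjusted p = 0.514 from Fisher's exact test) and the antenna proteins had 4 of 19 (unadjusted exact p = 0.048). Carbon fixation had 9 of 109 and fructose and mannose metabolism 9 of 77 (unadjusted exact p = 0.424 and p = 0.117). With the DG_HP_ of the exact test with a single dispersion, photosynthesis had 30 of 45 (adjusted p = 7.69e-13), the antenna proteins 17 of 19 (adjusted p = 1.12e-10) and carbon fixation 29 of 109 (adjusted p = 0.028) at the heading stage. Under that test, at the tillering stage the antenna proteins had 8 of 9 (adjusted p = 1.02e-06), photosynthesis 12 of 30 (adjusted p = 3.39e-05) and carbon fixation 16 of 112 (adjusted p = 0.125). Fructose and mannose metabolism had 8 of 78 there. Among the tillering calls of that test whose libraries did not overlap, a set chosen after the data were seen, the antenna proteins had 1 of 9 and photosynthesis 5 of 30 (adjusted p = 0.297).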

Carbon fixation, photosynthesis, photosynthesis-antenna protein pathways, and fructose and mannose metabolism were over-represented at both stages. In contrast, KO terms related to signal transduction, glycolysis/gluconeogenesis, amino sugar and nucleotide sugar metabolism, and starch and sucrose metabolism were highly enriched in DG_HP_ and were exclusively expressed at the heading stage (Additional file 7: Figure S4). This suggests that there are considerable differences in root physiological processes between the tillering stage and the heading stage. These annotations provide a valuable resource for investigating specific processes, functions, and pathways underlying heterosis.

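The pathways over-represented at the heading stage after adjustment were ion channels, with 15 of 45 members against 3.35 expected (Fisher's exact test, adjusted p = 0.000102), and plant hormone signal transduction, with 26 of 167 against 12.4 expected (adjusted p = 0.0281). Amino sugar and nucleotide sugar metabolism had 19 of 114 (adjusted p = 0.056). Starch and sucrose metabolism had 13 of 122 and glycolysis/gluconeogenesis 13 of 159 against 11.8 expected (unadjusted exact p = 0.119 and p = 0.404). Under the exact test with a single dispersion, plant hormone signal transduction had 38 of 167 (adjusted p = 0.077) and starch and sucrose metabolism 29 of 122 (adjusted p = 0.107). From the pathways over-represented only at the heading stage, the paper proposes that root physiology differed between the stages.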

### Validation by quantitative real-time PCR (qRT-PCR)

A subset of 18 DG_HP_ was selected for qRT-PCR validation at tillering and heading stages. qRT-PCR primers were designed based on Rice Annotation Project Database (RAP-DB) annotations, and their sequences were listed in Additional file 8: Table S5. We compared the results obtained from qRT-PCR with those generated from RNA-Seq analysis of these transcripts. Expression trends were consistent for all transcripts in both analyses, with a correlation coefficient of *R*^2^ = 0.9036 (Figure 7).

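The qRT-PCR values are the paper's, as log2 ratios of each parent over the hybrid for 9 primer pairs per stage, each with the ratio of both parents. Os04t0205200 has a pair of primer sets at the tillering stage, which leaves 8 loci there. The log2 fold changes of the RNA-Seq counts had the same sign as qRT-PCR in 18 of 18 ratios at each stage. Over the 36 ratios of both stages, *R*2 was 0.901 and Spearman's rho 0.929. A permutation of whole transcripts gave p = 1e-05, the smallest that 100000 permutations can give (adjusted over the 9 correlations of this kind, 3e-05). The ratios range from 0.31 to 6.11 at the tillering stage and from -4.27 to -1.04 at the heading stage, so that the 2 stages form separate clusters. Within the tillering stage *R*2 was 0.568 (exact permutation p = 0.00691, adjusted 0.00856; rho 0.646), and within the heading stage it was 0.544 (exact permutation p = 0.000215, adjusted 0.00043; rho 0.783). Without replicate 2 of Xieqingzao B at the heading stage, the latter fell to 0.316. These are correlations across transcripts, which were chosen from the DG_HP_ of the same libraries. Of the 18 comparisons of each stage, 0 were called at the tillering stage and 8 at the heading stage. Os11t0186500 had 3 counts or fewer in both Xieqingzao B libraries at the heading stage and was at least 9.00-fold higher in the hybrid.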

**Figure 7:**
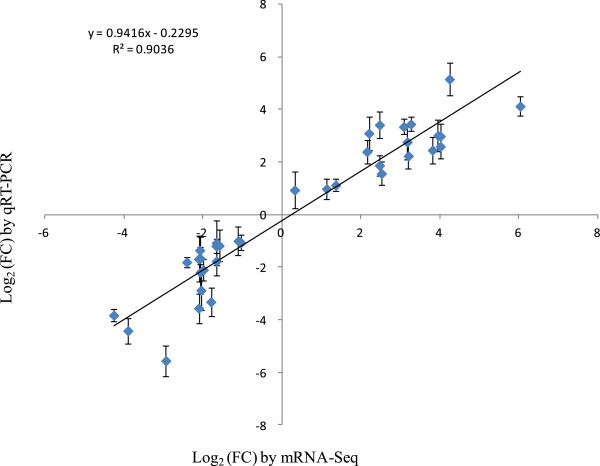
**Comparison of the log**_**2**_**(FC) of 18 selected transcripts using RNA-Seq and qRT-PCR.**

## Discussion

Although heterosis has been widely exploited in plant breeding and plays an important role in agriculture, the molecular and genetic mechanisms underlying the phenomenon remain poorly understood. Differential gene expression between a hybrid and its parents may be associated with heterosis [10-12,18,31]. In this study, we used RNA-Seq to investigate the relationship between transcriptional profiles and heterosis in a super-hybrid rice combination, Xieyou 9308. In our RNA-Seq analysis, 391 million high-quality 100-bp paired-end reads were generated from the roots of Xieyou 9308 and its parental lines at tillering and heading stages, and 38,872 annotated transcripts were identified. On average, 9301 reads were detected per identified annotated transcript, providing approximately 70-fold coverage of the transcriptome. From the annotated transcripts, 829 DG_HP_ at the tillering stage and 4186 DG_HP_ at the heading stage were identified. These results suggest that the expression of DG_HP_ at the heading stage may play a more important role in root heterosis than that at the tillering stage. Additionally, only a small fraction of transcripts may be responsible for root heterosis at the transcriptional level in Xieyou 9308.

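The number of transcripts with a fold change of at least 2 against a parent was larger at the tillering stage without a test, and larger at the heading stage with the test. With the dispersions of the 2 stages exchanged in the exact test, a comparison chosen after the data were seen, 6455 DG_HP_ were called at the tillering stage and 1789 at the heading stage. The exchange can only raise the former count and lower the latter, and a larger spread also raises the number of fold changes without a test. With 1 fit over all 12 libraries, and so 1 estimate of the spread, 1108 and 1095 were called. From the larger number at the heading stage, the paper proposes that the DG_HP_ of this stage matter more to root heterosis.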

### Comparative analysis of annotated DG_HP_

Comparative transcriptome analysis revealed a subset of transcripts that were differently expressed between the hybrid and its parents at tillering and heading stages. Some potential regulators for heterosis in root development were uncovered. At the tillering stage, a large number of DG_HP_ related to carbon fixation in photosynthetic organisms, photosynthesis, and photosynthesis-antenna proteins were found. Transcripts involved in plant hormone signal transduction, carbon fixation in photosynthetic organisms, photosynthesis, photosynthesis-antenna proteins, and carbohydrate metabolism (including glycolysis and starch/sucrose, fructose/mannose, glucose/galactose, and pyruvate metabolism) were highly expressed in roots at the heading stage. We therefore conclude that carbohydrate metabolism and plant hormone signal transduction pathways may contribute significantly to root development. Another result of interest is the differential expression of photosynthetic transcripts at both stages. 

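The RPKM values of the 101 transcripts annotated with photosynthesis or light harvesting in the authors' table were summed for each library. At the tillering stage, the sum was 11222 in replicate 1 of R9308 and 111.5 in replicate 2, and it lay between 94.9 and 135.9 in the other 4 libraries. Replicate 1 of R9308 thus held 95.1% of the sum over the stage, and 69 of the 70 transcripts with at least 5 RPKM there were higher than in replicate 2. The log2 ratio of the sums of R9308 over the hybrid was 5.46 with both R9308 libraries and -0.21 without replicate 1. Of 39 transcripts tested at this stage, 0 were DG_HP_, with 13 at an unadjusted p-value under 0.05 against R9308 and 0 against Xieqingzao B. The exact test with a single dispersion called 19, and the authors' deposited table holds 41 as DG_HP_. The heading sums of these transcripts were 171.7 and 156.5 in R9308, 377.8 and 494.2 in Xieqingzao B and 682.0 and 390.4 in the hybrid. The hybrid was above R9308 by 1.71 on the log2 scale and above Xieqingzao B by 0.30, and the latter changed sign, to -0.16, without replicate 1 of the hybrid. Of 64 transcripts tested at the heading stage, 13 were DG_HP_, 54 were higher than in R9308 and 39 higher than in Xieqingzao B.

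**Figure D2:**
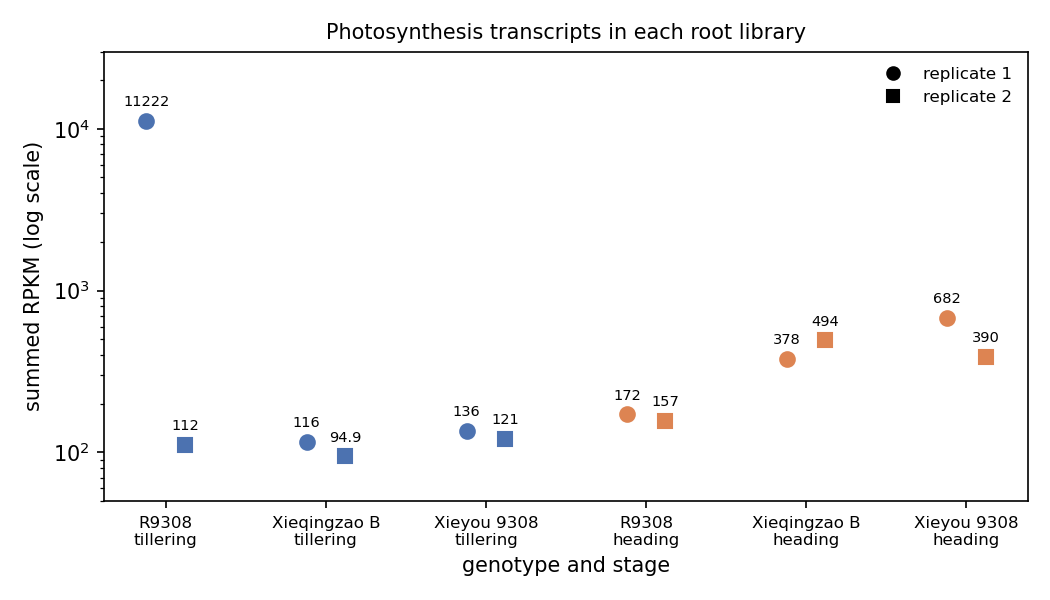
Summed RPKM of the 101 photosynthesis transcripts in each of the 12 libraries, by genotype and stage, on a log axis. Replicate 1 of R9308 at the tillering stage stands at 11222, and the other 11 libraries lie between 94.9 and 682.0.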

The observed gene expression may be related to culture effects because the expression of these transcripts is not generally observed in roots of soil-grown plants [32]. In our study, plants were cultured under hydroponic conditions; the roots may have thus been passively exposed to light, which could strongly activate photosynthesis in root tissues. A similar result was observed in another recent study, along with the finding that a large number of DEGs were involved in photosynthesis in roots [15]. In this study, we found that most of the DG_HP_ were down-regulated at the tillering stage and up-regulated at the heading stage. Because Xieyou 9308 is a late-stage high-vigor super-hybrid rice variety, root heterosis might be expected to be stronger at the heading stage than at the tillering stage. For these reasons, subsequent analyses that focus on the expression of DG_HP_ at the heading stage are warranted.

### The role of carbohydrate metabolism in heterosis

Carbohydrate metabolism is an essential process in plants that produces both energy sources and structural components of cells and cell walls [33]. It also generates compatible solutes for osmotic adjustment in roots [34-36]. In our study, significant differences in carbohydrate metabolism, including glycolysis and metabolism of starch/sucrose, fructose/mannose, glucose/galactose, and pyruvate, were detected in the root tissues of the hybrid and its parents. This result is consistent with the fact that a variety of carbohydrates are present in root tissues and exudates [37]. Many of the DG_HP_-encoded enzymes involved in carbohydrate metabolism belong to a complex network that regulates carbohydrate synthesis/turnover in roots (Figure 8). The starting point for the carbohydrate synthetic pathway in root tissues is sucrose, which is the main form of photosynthate that is transported from shoots to roots. Ogawa *et al.*[38] determined that sucrose is transported to the root elongation zone and the surrounding tissue of the lateral root primordia, where it is converted to hexose by invertase or sucrose synthase (SUS). Hexose serves as an energy source, a compatible solute for root system formation, and a substance for cell wall synthesis. In this regard, transcripts encoding SUS (Os03t0401300, *SUS1*; Os04t0249500, *OsSUS7*; Os03t0340500, *SUS4*) were up-regulated in Xieyou 9308 compared with the parental lines. 

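Os03t0401300 (*SUS1*) had 297 ± 85.3 RPKM in the hybrid, 153 ± 47.3 in R9308 and 109.8 ± 55.5 in Xieqingzao B at the heading stage. Its log2 fold change was 0.97 against R9308 (standard error 0.45, adjusted p = 0.38) and 1.58 against Xieqingzao B (standard error 0.46, adjusted p = 0.0913), and both hybrid libraries were above all 4 parental ones. Os04t0249500 (*OsSUS7*) was at a low level, with 1.27 ± 0.790 RPKM in the hybrid against 0.112 ± 0.0469 in R9308 and 0.510 ± 0.677 in Xieqingzao B. Its log2 fold change against Xieqingzao B, 1.47, ranged from 0.51 to 5.31 as each library was left out. Os03t0340500 (*SUS4*) was higher in the hybrid than in R9308 by 0.45, which turned to -0.82 without replicate 1 of the hybrid, and was lower than in Xieqingzao B by a log2 fold change of -0.79 (adjusted p = 0.471). Another *SUS4* transcript, Os03t0340500-01, is the one that passes the threshold against Xieqingzao B in the authors' deposited table, and it is listed at 0 RPKM there, at 2.93 in the hybrid and at 4.16 in R9308. None of the 3 was called (0 of 3), and at an unadjusted p-value under 0.05 only *SUS1* differed from a parent, Xieqingzao B. From the levels of SUS, the paper proposes a role in supplying carbon to the growing root.

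*SUS1*, *OsSUS7* and *SUS4* belong to the 47 loci that the paper discusses for carbohydrate metabolism and hormone signal transduction at the heading stage, 42 as up-regulated and 5 as down-regulated. Of the 42, 33 were higher in the hybrid than in both parents and 2 were lower than in both. Of the 5, 4 were lower than in both. Against at least 1 parent, 18 of the 47 were called over all transcripts tested and 40 when adjusted over the list alone. Both counts include Os08t0120600, which was called lower but is discussed as up-regulated. The count of 40 also includes Os03t0224200, higher than in Xieqingzao B but discussed as down-regulated. The study chose the list on these libraries, so the count adjusted over the list is not independent evidence. Of the 94 comparisons with a parent, 1 was called against R9308 and 18 against Xieqingzao B. DESeq2's Wald test called 39 of the loci, and a model with the replicate number as a block called 3. By any of their 89 transcripts, 23 of the 47 loci were DG_HP_ here. In the authors' deposited table, 41 are DG_HP_ by the transcript taken here and all 47 by any transcript.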

As reported previously, *OsSUS7* is highly expressed in roots [39], and *SUS1* is predominantly expressed in elongating tissues, including roots where rapid formation of secondary wall takes place just after cell elongation [40]. The high level of SUS expression in Xieyou 9308 may play a major role in sink organs by providing carbon sources for sink metabolism and SUS expression may promote root elongation.

**Figure 8:**
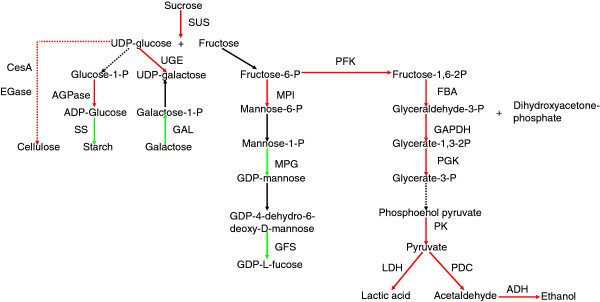
**Predicted carbohydrate pathways in rice roots.** Red arrows indicate transcripts that were up-regulated in Xieyou 9308 compared with the parental lines. Green arrows indicate down-regulated transcripts. Black indicates no change in gene expression levels.

Some enzymes involved in glycolysis pathways, such as phosphofructose kinase (PFK), fructose-bisphosphate aldolase (FBA), glyceraldehyde-3-phosphate dehydrogenase (GAPDH), phosphoglycerate kinase (PGK), pyruvate kinase (PK), alcohol dehydrogenase (ADH), pyruvate decarboxylase (PDC), and lactate dehydrogenase (LDH), were up-regulated in Xieyou 9308. 

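Of 11 transcripts annotated as GAPDH, 8 were tested at the heading stage, and 3 were higher in the hybrid than in R9308, as were 3 against Xieqingzao B. None was called (0 of 8), with 1 and 3 at an unadjusted p-value under 0.05. Their log2 fold changes lay between -0.40 and 0.50 against R9308 and between -0.81 and 1.1 against Xieqingzao B. Of 9 transcripts annotated as PGK, 5 were tested. Of these, 3 were higher in the hybrid than in R9308 and 5 higher than in Xieqingzao B, and 0 were called, with 3 and 2 at an unadjusted p-value under 0.05.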

The reaction catalyzed by PFK is the rate-limiting step of glycolysis; up-regulated PFK (Os05t0524400) may therefore reduce the limitation. In addition, three DG_HP_ (Os07t0181000, Os11t0148500, and Os12t0145700) that encode PK were up-regulated in Xieyou 9308. 

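Os05t0524400 had 38.5 ± 2.48 RPKM in the hybrid, 36.9 ± 2.18 in R9308 and 27.8 ± 5.63 in Xieqingzao B. Its log2 fold change was 0.07 against R9308 (standard error 0.20, adjusted p = 0.903), with overlapping libraries, and -0.02 without replicate 1 of the hybrid. Against Xieqingzao B it was 0.60 (standard error 0.20, adjusted p = 0.124). In the authors' deposited table, it is another transcript of this locus, Os05t0524400-01, that passes the threshold against R9308, with a log2 ratio of 1.05.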

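Os07t0181000 was lower in the hybrid (8.02 ± 0.255 RPKM) than in R9308 (15.9 ± 1.23) and Xieqingzao B (11.6 ± 2.71), with log2 fold changes of -0.98 (adjusted p = 0.156) and -0.40 (adjusted p = 0.334). Another transcript of this locus, Os07t0181000-04, is the one that passes the threshold in the authors' deposited table, against Xieqingzao B (log2 ratio 3.43), and it had 4.31 RPKM in the hybrid, 4.28 in R9308 and 0.428 in Xieqingzao B. The most abundant transcript of Os11t0148500 differed little, with a log2 fold change of -0.03 against R9308 (0.15 without replicate 1 of the hybrid) and 0.38 against Xieqingzao B. Its other transcript, Os11t0148500-01, had 64.8 RPKM in the hybrid, 7.83 in R9308 and 31.5 in Xieqingzao B, with log2 fold changes of 3.06 (adjusted p = 0.129) and 1.18 (adjusted p = 0.286), and it passes the threshold against R9308 in the authors' deposited table. Os12t0145700 was at 100.3 ± 0.444 RPKM in the hybrid, 56.4 ± 4.80 in R9308 and 49.3 ± 8.84 in Xieqingzao B. It was called against Xieqingzao B, at 1.16 on the log2 scale (standard error 0.19, adjusted p = 0.0288), but not against R9308, at 0.84 (adjusted p = 0.130).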

Interestingly, the expression of *OsPK1* (Os11t0148500) is stronger in adventitious roots than in the primary root, both of which serve as execution sites of absorption [41]. This suggests that Xieyou 9308 may have a stronger absorption capacity than its parental lines. 

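Of the loci encoding FBA, Os05t0402700 was above both parents in both hybrid libraries, at 229 ± 50.2 RPKM against 100.4 ± 31.5 in R9308 and 123 ± 32.1 in Xieqingzao B. Its log2 fold changes were 1.20 (adjusted p = 0.173) and 1.03 (adjusted p = 0.107). Os08t0120600 was lower in the hybrid, at 2.80 ± 0.0774 RPKM against 3.68 ± 1.17 in R9308 and 12.6 ± 2.78 in Xieqingzao B, and the fall against Xieqingzao B was called (log2 fold change -2.03, standard error 0.35, adjusted p = 0.0299). Its other transcript, Os08t0120600-02, listed at 0 in Xieqingzao B, at 1.43 RPKM in the hybrid and at 2.81 in R9308, passes the threshold as higher than Xieqingzao B in the authors' deposited table. Os11t0171300 had 0 counts in both R9308 libraries and was at least 83.0-fold higher in the hybrid, at 16.4 ± 3.03 RPKM, but was not called against R9308 (adjusted p = 0.106). Against Xieqingzao B its log2 fold change was 5.68 (adjusted p = 0.0614), and 4.66 at the lowest as each library was left out. The fit without replicate 2 of Xieqingzao B gave 11.05. This was close to the 11.09 fitted against 0 counts in R9308, so it cannot be read as the size of the change. The other transcript of this locus, Os11t0171300-01, was called against both parents (adjusted p = 0.0405 for R9308 and 0.0164 for Xieqingzao B). It had 8.84 RPKM in the hybrid, 0.215 in R9308 and 0.305 in Xieqingzao B. At the tillering stage its direction was the opposite. There the authors' deposited table passes Os11t0171300-01 as lower in the hybrid than in R9308 (log2 ratio -8.33). The rise in the hybrid thus holds for the heading stage only.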

Transcriptional expression levels of FBA (Os05t0402700, Os08t0120600, and Os11t0171300), which plays an important physiological role in accelerating cell growth and promoting root elongation [42], were up-regulated. In addition, transcriptional expression levels of LDH (Os02t0105400 and Os06t0104900), PDC (Os03t0293500, Os05t0469600, Os05t0469800, Os09t0371500, and Os10t0480900), and ADH (Os11t0210300, Os11t0210500, and Os11t0210600), which are involved in glycolysis pathways, were up-regulated. It has been suggested that the lactate initially produced by LDH lowers the pH, which in turn activates PDC and ADH [43,44]. 

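All 10 loci encoding LDH, PDC and ADH were higher in the hybrid than in Xieqingzao B, while 5 of them were lower than in R9308. Os11t0210300 (ADH) was the only 1 of the 47 discussed loci called against both parents by its most abundant transcript. It had 258 ± 2.61 RPKM in the hybrid, 58.9 ± 4.01 in R9308 and 57.1 ± 18.1 in Xieqingzao B, with log2 fold changes of 2.14 (standard error 0.26, adjusted p = 0.0405) and 2.31 (adjusted p = 0.0137). The other loci called against Xieqingzao B were Os03t0293500 (PDC, 1.29, adjusted p = 0.0205), Os05t0469600 (PDC, 4.27, adjusted p = 0.0185) and Os11t0210600 (ADH, 3.89, adjusted p = 0.0271). The LDH loci Os02t0105400 and Os06t0104900 had 1.94 and 3.26 (adjusted p = 0.0588 and 0.0589). Os11t0210500 (ADH) had 1.73, as did Os05t0469800 (PDC). Os09t0371500 and Os10t0480900 (PDC) had 3 counts or fewer in both Xieqingzao B libraries and were at least 5.22-fold and 9.22-fold higher in the hybrid. Against R9308, the log2 fold change was -0.55 for Os05t0469800 and -0.71 for Os10t0480900. It was -0.09 for Os09t0371500, -0.09 for Os11t0210500 and -0.32 for Os11t0210600, and each of these turned positive when single libraries were left out, to at most 1.00, 0.11 and 0.16. With the replicate number as a block, Os09t0371500 also turned, to 0.09. From the higher levels of LDH, PDC and ADH, the paper proposes a response to low oxygen in the nutrient solution.

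**Figure D3:**
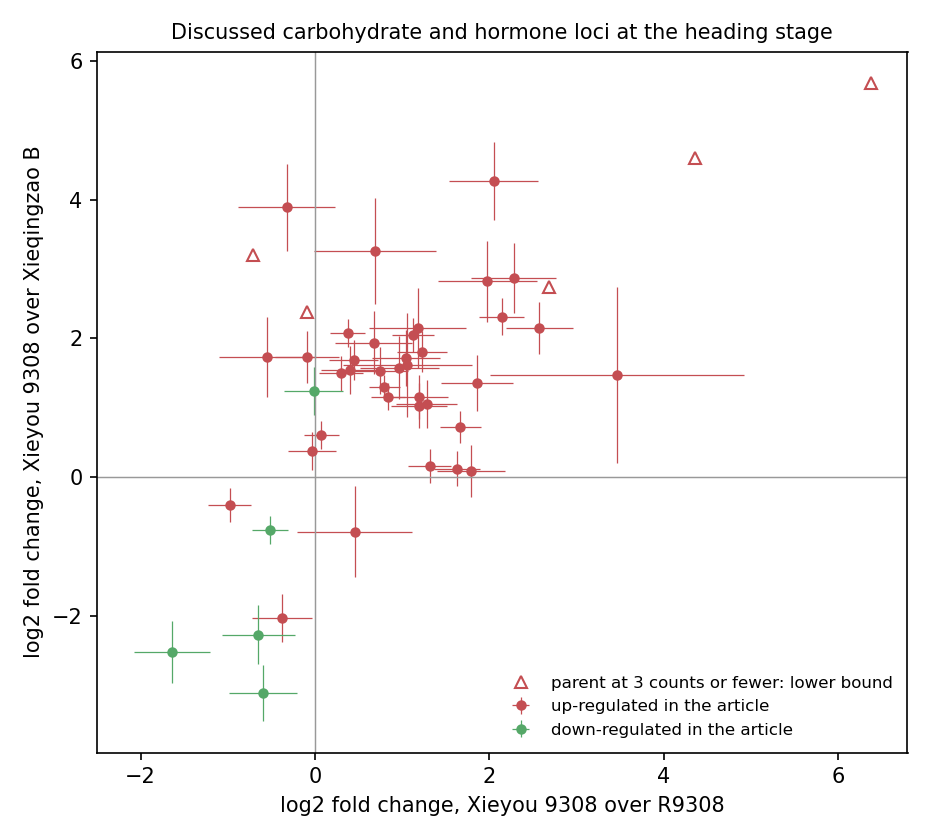
Log2 fold changes of the 47 discussed loci at the heading stage, the hybrid over R9308 on one axis and over Xieqingzao B on the other, with standard errors as bars; open triangles mark lower bounds against a parent with 3 counts or fewer. Of the 42 loci discussed as up-regulated, 33 lie above 0 on both axes, and 6 lie below R9308 and above Xieqingzao B.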

LDH, PDC, and ADH transcripts may be involved in inducing the hypoxia pathway; their up-regulation in this study may be due to the anaerobic stress that the roots might have experienced in the hydroponic solution [45-47].

In contrast to animal cells, plant cells are enclosed by cell walls, which not only determine cell shape and provide structural support but also protect the plant against environmental stresses and regulate plant growth [48,49]. Cellulose is the most abundant biopolymer and the main structural component of plant cell walls. 

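All 10 loci encoding CesA were higher in the hybrid than in both parents at the heading stage on TMM-normalized counts, though 1 of these differences turned round with another scaling. Against R9308, 0 of 10 were called, 8 were when adjusted over the list alone, and 9 had an unadjusted p-value under 0.05. Their log2 fold changes against R9308 lay between 0.74 and 2.57, apart from Os07t0208533. This locus had 0 counts in all 4 parental libraries and 10.5 ± 2.51 RPKM in the hybrid, at least 20.6-fold higher than R9308 and at least 24.1-fold higher than Xieqingzao B. Against Xieqingzao B, 4 were called, namely Os07t0208533, Os01t0750300 (log2 fold change 2.15, adjusted p = 0.0317), Os09t0422500 (2.83, adjusted p = 0.0457) and Os10t0467800 (2.87, adjusted p = 0.0316). The smallest changes against Xieqingzao B were 0.16 for Os03t0808100, which turned to -0.07 without replicate 1 of Xieqingzao B, and 0.12 for Os07t0424400, which turned to -0.14 without replicate 2 and to -0.02 when scaled by library size alone. Of the EGase loci, Os03t0736300 had 89.4 ± 3.83 RPKM in the hybrid, with a log2 fold change of 1.79 against R9308 (adjusted p = 0.120). Against Xieqingzao B it had 0.09, which turned to -0.04 when scaled by library size alone and to -0.36 without replicate 2 of Xieqingzao B. Os04t0497200 had 1.06 and 1.62 against R9308 and Xieqingzao B (adjusted p = 0.550 and 0.221).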

Our transcriptional profile analysis identified up-regulated transcripts that were related to cellulose synthesis, including cellulose synthase (CesA) (Os01t0750300, Os03t0808100, Os03t0837100, Os05t0176100, Os07t0208500, Os07t0208533, Os07t0252400, Os07t0424400, Os09t0422500, and Os10t0467800) and β-1, 4-endoglucanase (EGase) (Os03t0736300 and Os04t0497200). CesA up-regulation can promote root hair elongation, thus improving the absorption of water and nutrients by roots [50,51]. Interestingly, a previous study found that high expression of *OsGLU3* (Os04t0497200) can affect root cell wall cellulose synthesis and thus modulate root elongation and protect roots from environmental stresses [52].

### Complex regulation of plant hormone signal transduction

In multicellular organisms, cellular communication is important for coordinating the growth and differentiation of cells into new tissues and organs. As is well known, hormones act as signaling molecules in plants by mediating physiological responses. Similar to the results in studies by Kyndt *et al.*[15] and Wang *et al.*[32], our transcriptome analysis uncovered many DG_HP_ that were involved in the phytohormone response in root tissues. To illustrate, the abscisic acid (ABA) pathway is involved in the repression of lateral root development and adaption to environmental stresses [53,54]. In our study, many ABA-responsive transcripts exhibited different expression levels between the hybrid and its parents. For example, mRNA levels of four transcripts (Os03t0610900, Os04t0432000, Os07t0622000, and Os12t0586100) encoding SNF1-related protein kinase 2 (SnRK2), whose autophosphorylation is required for kinase activity towards downstream targets, were significantly more highly expressed in Xieyou 9308 than in its parents. In addition, similar to previous studies by Cohen *et al.*[55] and Santiago *et al.*[56], *PYR/PYL* ABA receptors (Os02t0255500 and Os10t0573400) were down-regulated, and type-2C protein phosphatase (PP2C, a negative regulator) (Os01t0583100 and Os05t0457200) was up-regulated. These results fit into the negative-feedback regulatory mechanism. Such re-setting of the ABA signaling pathway provides Xieyou 9308 with a dynamic mechanism for monitoring ABA levels and modulating ABA response [57].

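Against Xieqingzao B, the log2 fold changes of the SnRK2 loci lay between 1.54 and 2.08, and both hybrid libraries were above both Xieqingzao B libraries at each of the 4 loci. Os03t0610900 (1.69, adjusted p = 0.0302), Os04t0432000 (2.05, adjusted p = 0.0157) and Os07t0622000 (2.08, adjusted p = 0.0108) were called, and Os12t0586100 was not (1.54, adjusted p = 0.0537). Against R9308 the log2 fold changes were 0.44, 1.13, 0.37 and 0.40 in the same order, and 0 of 4 were called, with Os04t0432000 the only 1 at an unadjusted p-value under 0.05. Os07t0622000 was the most abundant, with 737 ± 48.0 RPKM in the hybrid, 572 ± 72.1 in R9308 and 192 ± 1.57 in Xieqingzao B.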

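The *PYR/PYL* locus Os02t0255500 had 4.85 ± 0.213 RPKM in the hybrid, 15.2 ± 0.701 in R9308 and 30.6 ± 17.2 in Xieqingzao B. Its log2 fold change was -1.64 against R9308 (standard error 0.44, adjusted p = 0.170) and -2.52 against Xieqingzao B (adjusted p = 0.0321). Os10t0573400 was called against Xieqingzao B (-3.12, standard error 0.40, adjusted p = 0.0173), and its difference of -0.59 from R9308 turned to 0.03 without replicate 2 of R9308. The PP2C locus Os01t0583100 had log2 fold changes of 0.30 against R9308 (adjusted p = 0.622) and 1.50 against Xieqingzao B (adjusted p = 0.0298). Os05t0457200 had 1.18 and 2.14 (adjusted p = 0.386 and 0.0785). From lower receptor and higher phosphatase transcripts, the paper reasons that negative feedback in ABA signaling was at work.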

Transcripts involved in the cytokinin (CTK) signaling pathway were also differentially expressed between the hybrid and its two parents in our study. The CTK pathway is involved in two aspects of root growth inhibition: the impedance of primary root elongation and the regulation of lateral root initiation [58]. A subset of CTK-responsive transcripts such as type-A response regulators (RRs-A) (Os01t0952500, Os02t0557800, Os04t0442300, and Os12t0139400) and type-B response regulators (RRs-B) (Os02t0796500, Os03t0224200, and Os06t0183100), showed significantly different expression patterns in root tissues. 

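All 4 RRs-A loci were higher in the hybrid than in both parents, with both hybrid libraries above all parental ones. Os12t0139400 was called against Xieqingzao B, with a log2 fold change of 1.80 (standard error 0.30, adjusted p = 0.0278), and had 1.23 against R9308 (adjusted p = 0.138). Os01t0952500 and Os02t0557800 had 1.20 and 1.28 against R9308, and 1.15 and 1.05 against Xieqingzao B. Os04t0442300 was at 1.38 ± 0.451 RPKM in the hybrid and at least 6.65-fold higher than in Xieqingzao B, where both libraries had 0 counts. Of the RRs-B loci, Os06t0183100 was called against Xieqingzao B at -2.27 (adjusted p = 0.0358), with -0.65 against R9308, and Os02t0796500 was lower than in both parents, at -0.51 and -0.77.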

RRs-B are positive transcriptional regulators in the CTK signaling pathway, whereas RRs-A act as negative regulators [59]. The most likely model for this interaction is one in which RRs-A inhibit the activation of RRs-B by competing for phosphotransfer from upstream histidine phosphotransfer proteins; this model has been demonstrated in a few bacterial two-component systems [60-62]. Furthermore, previous studies have demonstrated that root elongation and lateral root formation in type-A mutants is more sensitive to CTK inhibition, and type-B mutants exhibit the opposite behavior [63-65]. 

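The RRs-B locus Os03t0224200, at 138 ± 11.9 RPKM in the hybrid, 140.4 ± 21.0 in R9308 and 64.2 ± 29.4 in Xieqingzao B, was the only 1 of the 3 that was not lower than both parents. Its log2 fold change was -0.02 against R9308 (adjusted p = 0.990), with either sign across the fits that left out 1 library (-0.15 to 0.14) and 0.01 with the replicate number as a block. It was higher than in Xieqingzao B, by 1.24 (standard error 0.35, adjusted p = 0.0833).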

The up-regulated RRs-A and down-regulated RRs-B observed in our study may thus work together to lessen the sensitivity of Xieyou 9308 root tissues to CTK inhibition.

### Comparison of significant DG_HP_ with QTLs for yield and root traits

In previous studies involving recombinant inbred lines and backcross populations derived from a cross between R9308 and Xieqingzao B, we identified a large number of QTLs for root traits, including root dry weight (RDW), root length (RL), root-shoot ratio (RS), total root length (TRL), root volume (RV), root surface area (RSA), root tip number (RTN), and root average diameter (RAD) [66-71]. 

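Of the 15 loci in Table 6, 4 were DG_HP_ at the heading stage by their most abundant transcript and 5 by any of their 25 transcripts. The authors' deposited table gives 13 and 15.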

The comparison of DG_HP_ with QTLs that were mapped consistently across years or environments revealed that 12 DG_HP_ in the carbohydrate metabolism pathway, encoding PFK, SUS, PDC, ADH, EGase, and CesA, and 2 DG_HP_ in the plant hormone signal transduction pathway, encoding RR-B and SnRK2, were located in root-related QTL regions (Table 6). As reported by Liang *et al.*[67], root traits, including RL, TRL, RSA, RV, RTN, and RDW, are positively correlated with yield-related traits such as grain yield per plant (GYD), number of panicles (NP), number of spikelets per panicle (NSP), and heading date (HD). We therefore investigated the potential association among the DG_HP_, QTLs for yield-related traits, and heterosis within many QTL regions, including associations between CesA (Os07t0208500, Os07t0208533, and Os07t0252400) and RM180–RM5436 for GYD, NP, NSP, and HD; CesA (Os03t0837100) and RM148–RM85 for HD; and PFK (Os05t0524400) and RM6972–RM274 for GYD. Interestingly, PFK, which is involved in glycolysis, was located in the interval RM6972–RM274 not only for RDW but also for GYD. In addition, three DG_HP_ encoding CesA were detected in the interval RM180–RM5436 on chromosome 7 for three different yield-related traits and six root-related traits (Table 6).

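Of the CesA loci in the interval on chromosome 7, Os07t0208500 had 124 ± 13.9 RPKM in the hybrid, 39.3 ± 9.05 in R9308 and 82.6 ± 1.32 in Xieqingzao B. Its log2 fold change was 1.67 against R9308 (standard error 0.24, adjusted p = 0.0556) and 0.72 against Xieqingzao B (adjusted p = 0.112). Os07t0252400 had 161 ± 60.1 RPKM in the hybrid, and its log2 fold changes of 1.05 and 1.71 were not called (adjusted p = 0.287 and 0.0576). Its other transcript, Os07t0252400-02, was about as abundant over the 12 libraries (136.4 against 137.3 RPKM). This transcript was called against Xieqingzao B (1.77, adjusted p = 0.0481) but not against R9308 (0.81, adjusted p = 0.371).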

**Table 6:** Significant differentially expressed transcripts located in each of the QTL regions

**Trait**	**Chr.**	**Interval**	**Gene definition**	**RAP locus**
RL	3	RM282-RM6283	SUS	Os03t0340500, Os03t0401300
RDW	3	RM168-RM143	EGase	Os03t0736300
RL	4	RM5953-RM3317	SUS	Os04t0249500
RD	5	RM3800-RM3870	PP2C	Os05t0457200
RDW	5	RM3870-RM6972	PDC	Os05t0469600, Os05t0469800
RDW	5	RM6972-RM274	PFK	Os05t0524400
RV	6	RM6734-RM1163	RR-B	Os06t0183100
RL	7	RM234-RM118	SnRK2	Os07t0622000
RL, TRL, RSA, RV, RTN, RDW	7	RM180-RM5436	CesA	Os07t0208500, Os07t0208533, Os07t0252400
RFW	10	RM6100-RM3773	PDC	Os10t0480900
GYD, NP, NSP, HD	7	RM180-RM5436	CesA	Os07t0208500, Os07t0208533, Os07t0252400
HD	3	RM148-RM85	CesA	Os03t0837100
GYD	5	RM6972-RM274	PFK	Os05t0524400

In hybrids, diversity in gene expression can be the result of variation in *cis*-regulatory elements (e.g., promoter regions) or *trans*-regulatory elements (e.g., transcription factors) [72]. If differential expression of a gene is *cis*-induced, the gene may be located in a QTL region, whereas if it is *trans-*induced, a QTL may correspond with the *trans*-regulatory elements and be located distantly from the gene locus. 

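Table S6 lists 13 transcription factor loci in the QTL regions. At the heading stage, 8 of them were called against Xieqingzao B, 3 higher and 5 lower in the hybrid. Against R9308, 0 were called and 3 had an unadjusted p-value under 0.05. When adjusted over the list alone, 10 and 3 were called, a count on the libraries from which the list was chosen.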

In our DG_HP_ collections, we indeed found that some DG_HP_ encoded transcription factors, which may be involved in *trans*-regulation, in the QTL regions (Additional file 9: Table S6). The expression of candidate transcripts in these QTL regions may serve as a starting point to understand the molecular mechanisms underlying heterosis. The application of these results is expected to provide an opportunity to breed elite rice varieties that process both yield and root heterosis.

## Conclusion

In this study, we used RNA-Seq to systematically investigate the global transcriptomes of roots from the super-hybrid rice Xieyou 9308 and its parents at tillering and heading stages, generating a useful resource for the rice community. We analyzed DG_HP_ and compared them with QTLs for yield and root traits, providing clues for candidate transcripts that may significantly contribute to root development and yield production. The changes in the expression of candidate transcripts may provide valuable information for future studies on molecular mechanisms underlying root heterosis.

## Methods

### Plant materials and growing conditions

Xieyou 9308, a super-hybrid rice variety commonly planted in China, and its parents Xieqingzao B (female) and R9308 (male) were used in this study. All experiments were conducted in 2011. Rice seeds were surface-sterilized with 3% H_2_O_2_ for 10 min and then rinsed several times with distilled water. After soaking in distilled water at 37°C for 2 d, germinated seeds were sown in the field at the China National Rice Research Institute, Fuyang, China. After approximately 30 d, 40 seedlings of each genotype were transplanted into plots of plastic foam floating in a pool filled with nutrient solution. Roots were sampled with ten replicates at tillering and heading stages to measure root traits and estimate heterosis. In addition, two roots of every genotype at each stage were collected and stored at −80°C in preparation for RNA-Seq analysis.

### Root heterosis measurements

To determine dry weight and root-shoot ratio, shoots and root systems were placed in an oven set at 110°C for 80 min, followed by drying at 80°C for 4 d. Root length was measured manually. MPH and HPH were calculated according to the following formulas: MPH = (F_1_ − MP)/MP in *%* and HPH = (F_1_ − HP)/HP in *%*, where F_1_ is the performance of the hybrid, MP is the average performance of the two parents, and HP is the best performance of the two parents. Hypothesis testing was performed using *t*-test.

### RNA extraction, cDNA library preparation, and sequencing

Total RNA was extracted from roots using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and purified using RNeasy Plant Mini Kit (Qiagen, Valencia, CA). The RNA quality was checked on a Bioanalyzer 2100 (Aligent, Santa Clara, CA); RNA Integrity Number (RIN) values were greater than 8.5 for all samples. Sequencing libraries were prepared according to the manufacturer’s instructions (Illumina, San Diego, CA). Poly-A-containing mRNA was isolated from the total RNA, subjected to two purification rounds using poly-T oligo-attached magnetic beads, and fragmented using an RNA fragmentation kit. First strand cDNA was generated using reverse transcriptase and random primers. Following the second strand cDNA synthesis and adaptor ligation, 200-bp cDNA fragments were isolated using gel electrophoresis and amplified by 18 cycles of PCR. The products were loaded onto an Illumina HiSeq2000 instrument and subjected to 100 cycles of paired-end (2 × 100 bp) sequencing. The processing of fluorescent images into sequences, base-calling and quality value calculations were performed using the Illumina data processing pipeline (version 1.8). The sequence reads were submitted to GenBank GEO database under accession number GSE41797 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE41797).

### Mapping of short reads and assessment of differential gene expression

Raw reads were filtered to obtain high-quality reads by removing low-quality reads containing more than 30% bases with Q < 20. After trimming low-quality bases (Q < 20) from the 5' and 3' ends of the remaining reads, the resulting high-quality reads were mapped onto the Nipponbare reference genome (IRGSP build 5.0) using RSEM (v1.1.11) [73]. Differential expression was estimated and tested with the software package edgeR (R version: 2.14, edgeR version: 2.3.52) [74]; we quantified gene expression levels in terms of RPKM [75], calculated FDR, and estimated FC and log_2_ values of FC. Transcripts that exhibited an FDR ≤ 0.05 and an estimated absolute log_2_ (FC) ≥ 1 were determined to be significantly differentially expressed. The transcript coverage was calculated as the number of mapped reads in a locus multiplied by 100 bp and then divided by the summed exon length of the locus.

For statistical analysis, we used the following analysis of variance (ANOVA) model: y = u + (GA) + (GD) + (SR) + e, where y is the acquired gene expression, u is the overall mean, GA is the additive effect, GD is the dominant effect, SR is the replication effect, and e is the residual error. The *d*/*a* ratio, also referred to as dominance ratio or potence, *h*_p_[76] (where *a* and *d* represent GA and GD, respectively [77,78]), was calculated to measure the nonadditivity of the F_1_ hybrid relative to the parents. To avoid troublesome statistical properties, Vuylsteke *et al.*[79] proposed using *d* - *a* (*d* > 0) or *d* + *a* (*d* < 0) instead of *d*/*a*. We accordingly constructed 99.8% confidence intervals for *d* - *a* (*d* > 0) and *d* + *a* (*d* < 0). If *d* > 0 and the confidence interval constructed for *d* - *a* included zero, then *h*_p_ = 1. When the confidence interval did not include zero and was positive, then *h*_p_ > 1. An analogous procedure was applied for *d* + *a* (*d* < 0).

### Cluster analysis

Cluster analysis was carried out for all annotated transcripts from the hybrid Xieyou 9308 and its parents at tillering and heading stages. The RPKM-normalized expression counts for each transcript were clustered with the software Cluster 3.0, and the results were visualized using Treeview [80].

### Validation of RNA-Seq by qRT-PCR

Total RNA from two sequenced samples and two new samples was treated with DNase, and first-strand cDNA was generated using a RevertAid First Strand cDNA Synthesis kit (Fermentas, Vilnius, Lithuania). SYBR-based qRT-PCR reactions (SYBR Green I, Osaka, Japan) were performed on a LightCycler 480 system (Roche, Basel, Switzerland) using the following reaction conditions: 95°C for 1 min followed by 40 cycles of 95°C for 10 s and 60°C for 30 s. All qRT-PCR reactions were performed in triplicate, and the results were analyzed with the system’s relative quantification software (ver.1.5) based on the delta-delta-Ct method (Roche). The detection threshold cycle for each reaction was normalized against the expression level of the rice *Actin1* gene with primer sequences 5'-TGGCATCTCTCAGCACATTCC-3' and 5'-TGCACAATGGATGGGTCAGA-3'.

## Abbreviations

DEGs: Differentially expressed genes; DG_HP_: Differentially expressed genes between the hybrid and its parents; QTL: Quantitative trait locus; EST: Expressed sequence tag; SAGE: Serial analysis of gene expression; RNA-Seq: RNA sequencing technology; MPH: Mid-parent heterosis; HPH: Best-parent heterosis; AHP: Above high-parent; HPL: High-parent level; MPL: Mid-parent level; LPL: Low-parent level; BLP: Below low-parent; GO: Gene Ontology; WEGO: Web Gene Ontology Annotation Plot; KEGG: Kyoto Encyclopedia of Genes and Genomes; qRT-PCR: Quantitative real-time PCR; RAP-DB: Rice Annotation Project Database; SUS: Sucrose synthase; PFK: Phosphofructose kinase; FBA: Fructose-bisphosphate aldolase; GAPDH: Glyceraldehyde-3-phosphate dehydrogenase; PGK: Phosphoglycerate kinase; PK: Pyruvate kinase; ADH: Alcohol dehydrogenase; PDC: Pyruvate decarboxylase; LDH: Lactate dehydrogenase; CesA: Cellulose synthase; EGase: β-1,4-endoglucanase; SnRK2: SNF1-related protein kinase 2; PP2C: Type-2C protein phosphatase; ABA: Abscisic acid; CTK: Cytokinin; RRs-A: Type-A response regulators; RRs-B: Type-B response regulators; RDW: Root dry weight; RL: Root length; RS: Root-shoot ratio; TRL: Total root length; RV: Root volume; RSA: Root surface area; RTN: Root tip number; RAD: Root average diameter; GYD: Grain yield per plant; NP: Number of panicles; NSP: Number of spikelets per panicle; HD: Heading date.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RZ, YF, LC and SC conceived and designed the experiments. RZ, HW, GD and ZY collected heterosis phenotype data and prepared RNA. RZ and YZ performed data processing and qRT-PCR. RZ and YF contributed to the interpretation of the data and drafted the manuscript. XZ, WW, DC, and XS helped to revise the manuscript. LC and SC supervised the study and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** Scatterplots comparing gene expression scores from biological replicates of Xieyou 9308 and the two parents. Numbers12 and 34 denote biological replicates at tillering and heading stages, respectively. R, X, and F refer to R9308, Xieqingzao B, and Xieyou 9308, respectively. Click here for file

Additional file 2 **Figure S2.** Comparison of the root dry weight of Xieyou 9308, Xieqingzao B, and R9308 at tillering and heading stages. Click here for file

Additional file 3 **Table S1.** RPKM of RAP2-annotated transcripts at tillering and heading stages. Click here for file

Additional file 4 **Table S2.** Classification of DG_HP_ based on the dominance ratio *h*_p_. Click here for file

Additional file 5 **Figure S3.** The number of DG_HP_ in the biological process category at tillering and heading stages. Click here for file

Additional file 6 **Tables S3 and Table S4.** Significant KO terms of DG_HP_ at the tillering stage (Table S3) and the heading stage (Table S4). Click here for file

Additional file 7 **Figure S4.** The number of DG_HP_ in each KEGG pathway at tillering and heading stages. Click here for file

Additional file 8 **Table S5.** Experimental validation using qRT-PCR and primer sequences for qRT-PCR expression analysis. Click here for file

Additional file 9 **Table S6.** Significant differentially expressed *trans*-regulatory elements located in each of the QTL regions. Click here for file

# Supplementary material for: Transcriptome analysis of rice root heterosis by RNA-Seq
**Source:** BMC Genomics. 2013 Jan 16;14:19. doi: 10.1186/1471-2164-14-19
**Supplement:** Additional file 6 — Tables S3 and Table S4. Significant KO terms of DGHP at the tillering stage (Table S3) and the heading stage (Table S4).

**Table S3** **Significant ko terms of DGHP at tillering stage (*P*-value < 0.05)**

| **ko_term** | ko_annotation | *P*-value |
| --- | --- | --- |
| **ko00195** | Photosynthesis | 1.39E-23 |
| **ko00196** | Photosynthesis - antenna proteins | 2.03E-21 |
| **ko00710** | Carbon fixation in photosynthetic organisms | 3.71E-05 |
| **ko00904** | Diterpenoid biosynthesis | 0.000111 |
| **ko00680** | Methane metabolism | 0.001902 |
| **ko00030** | Pentose phosphate pathway | 0.002055 |
| **ko00630** | Glyoxylate and dicarboxylate metabolism | 0.008142 |
| **ko00380** | Tryptophan metabolism | 0.011374 |
| **ko00591** | Linoleic acid metabolism | 0.012365 |
| **ko00051** | Fructose and mannose metabolism | 0.021504 |
| **ko04146** | Peroxisome | 0.021975 |
| **ko00982** | Drug metabolism - cytochrome P450 | 0.036718 |
| **ko00980** | Metabolism of xenobiotics by cytochrome P450 | 0.036718 |
| **ko00592** | alpha-Linolenic acid metabolism | 0.037322 |
| **ko00860** | Porphyrin and chlorophyll metabolism | 0.046416 |

**Table S4 Significant ko terms of DGHP at heading stage (*P***-value < 0.05)

| ko_term | ko_annotation | *P*-value |
| --- | --- | --- |
| ko04030 | G protein-coupled receptors | 0.029421 |
| ko04978 | Mineral absorption | 0.003032 |
| ko04940 | Type I diabetes mellitus | 0.022162 |
| ko00626 | Naphthalene degradation | 0.012399 |
| ko00904 | Diterpenoid biosynthesis | 0.0351 |
| ko00980 | Metabolism of xenobiotics by cytochrome P450 | 0.006893 |
| ko00982 | Drug metabolism - cytochrome P450 | 0.006893 |
| ko04976 | Bile secretion | 0.020778 |
| ko02000 | Transporters | 0.047843 |
| ko00625 | Chloroalkane and chloroalkene degradation | 0.003962 |
| ko00640 | Propanoate metabolism | 0.018122 |
| ko00061 | Fatty acid biosynthesis | 0.024782 |
| ko05130 | Pathogenic Escherichia coli infection | 0.048767 |
| ko00592 | alpha-Linolenic acid metabolism | 0.031301 |
| ko00071 | Fatty acid metabolism | 0.029152 |
| ko00052 | Galactose metabolism | 0.044741 |
| ko00250 | Alanine, aspartate and glutamate metabolism | 0.001883 |
| ko01040 | Biosynthesis of unsaturated fatty acids | 0.000795 |
| ko00860 | Porphyrin and chlorophyll metabolism | 0.000582 |
| ko00196 | Photosynthesis - antenna proteins | 8.28E-09 |
| ko00051 | Fructose and mannose metabolism | 0.014675 |
| ko05322 | Systemic lupus erythematosus | 0.000313 |
| ko04040 | Ion channels | 6.04E-07 |
| ko00620 | Pyruvate metabolism | 0.018842 |
| ko00195 | Photosynthesis | 2.69E-06 |
| ko01003 | Glycosyltransferases | 2.04E-05 |
| ko04626 | Plant-pathogen interaction | 0.000858 |
| ko00270 | Cysteine and methionine metabolism | 0.000639 |
| ko00500 | Starch and sucrose metabolism | 0.023338 |
| ko00520 | Amino sugar and nucleotide sugar metabolism | 0.000491 |
| ko00010 | Glycolysis / Gluconeogenesis | 0.027157 |
| ko00710 | Carbon fixation in photosynthetic organisms | 0.000165 |
| ko04075 | Plant hormone signal transduction | 0.004102 |

How the deposited data were processed for this re-analysis (not part of the article)

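Transcript levels were measured by RNA-Seq in 12 root libraries, 2 for each of R9308, Xieqingzao B and their hybrid at the tillering stage and at the heading stage. The libraries were grouped by genotype and stage as labelled. The authors filtered the reads for quality, mapped them to the Nipponbare genome with RSEM and deposited whole counts per annotated transcript, without normalization. The authors' RPKM values were made from these counts, the transcript length and the sum of each library, as was checked on all values. The authors' log2 fold changes between genotypes were made with edgeR and deposited beside the counts. The columns headed R9308 over Xieqingzao B hold the ratio of Xieqingzao B over R9308 at both stages, as their signs against the counts show. The p-value and FDR columns come from the same comparisons of the authors as deposited, and the FDR equals the Benjamini-Hochberg adjustment over 42081 transcripts. The settings of the authors' edgeR test are not stated.

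Assigned counts per library lay between 8209696 and 15830233. With 2 libraries per group, the spread between libraries was estimated with few degrees of freedom (prior degrees of freedom 2.574 at the tillering stage and 2.611 at the heading stage), which limits which changes could be called. Confidence intervals given for shares of transcripts cover counting error only.

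Counts were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), by the quasi-likelihood F-test after filterByExpr and TMM normalization, for each stage separately. TMM factors lay between 0.953983 and 1.06763. Calls needed an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 1. DESeq2 1.42.0 served as an alternative. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Levels were compared as log2(RPKM + 1), and groups were clustered by average linkage. The dominance model was fitted to RPKM. Over-representation was tested with Fisher's exact test for terms with at least 5 transcripts, on the annotation in the authors' table, and adjusted over the terms of each stage. Correlations with qRT-PCR were tested by permuting whole transcripts. The tests were also run on simulated counts with 200 changed transcripts.

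The loci named are all those the paper names in its text, Table 6, Table S5 and Table S6. For each hybrid and parent comparison, the transcript with the largest rise and that with the largest fall were added. These were taken from called transcripts with both libraries of one group above both of the other and a mean RPKM of at least 5 over the libraries of the stage. The tests, the rule for named loci and most alternatives were set before the data were examined. These alternatives were DESeq2, exact tests with common or tagwise dispersions, scaling by library size, other filters, fits on 4 or 12 libraries, a replicate block, sums over loci, a correction for transcript length, other distances and pseudocounts, a 95% interval, other backgrounds, and leaving out each library. Another 5 were chosen after seeing the data. They were a block with the replicate numbers of Xieqingzao B crossed, the DG_HP_ of the authors' deposited table, the DG_HP_ of the exact test with a common dispersion for the dominance classes, those of them with separated libraries for over-representation, and exchanged dispersions between the stages.

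A correction for GC content was not made, since no transcript sequences were used here. Phenotypes were not analysed here.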

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

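All tests in this part, apart from that of swapped labels between the parents, were chosen after the results were seen.

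For 14 of the discussed loci, both hybrid libraries lay on one side of both libraries of a parent at the heading stage and on the other side at the tillering stage, in 15 comparisons. Against R9308, the log2 fold changes at the heading and tillering stages were -0.98 and 0.33 for Os07t0181000, 1.98 and -0.78 for Os09t0422500, and 2.28 and -1.21 for Os10t0467800. Against Xieqingzao B, they were -0.40 and 0.49 for Os07t0181000, 1.16 and -0.10 for Os12t0145700, 3.26 and -1.28 for Os06t0104900, 1.29 and -0.40 for Os03t0293500, and 4.27 and -0.70 for Os05t0469600. They were 1.73 and -0.81 for Os05t0469800, 1.73 and -1.04 for Os11t0210500, 1.35 and -1.02 for Os05t0176100, and 0.72 and -0.60 for Os07t0208500. For Os03t0610900, Os12t0586100 and Os01t0583100 they were 1.69 and -0.55, 1.54 and -0.85, and 1.50 and -0.16. The difference between the stages was tested as an interaction in edgeR, and none of the 15 passed (0 of 15, adjusted p-values from 0.134 to 0.406). Unadjusted, the p-values of this test lay between 0.000705 and 0.0936, and only that of Os07t0208500 was above 0.05. The comparisons were picked for their opposite sides, so low unadjusted values are not independent evidence. Over all transcripts 0 of 29560 passed, with 4666 at an unadjusted p-value under 0.05 for R9308 and 4486 for Xieqingzao B.

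A length trend is argued against as the cause of these opposite signs, since 15 of the 15 comparisons had opposite signs after the length correction. The 15 also had opposite signs with library sizes alone, but this decides nothing on the scaling between libraries, since the comparisons were picked on RPKM, which is scaled in that way. Against Xieqingzao B, 26.1% of the discussed loci lay on opposite sides, against 11.4% of all tested transcripts, but the loci were picked by the study for their heading levels in these libraries. Against R9308 the shares were 6.52% and 11.1%. Os05t0176100 fell from 181 and 197 RPKM at the tillering stage to 47.5 and 39.1 at the heading stage in Xieqingzao B. Its hybrid levels were 100 and 88.5, then 109 and 91.8. Os05t0469600 instead rose in the hybrid, from 6.02 and 7.11 RPKM to 110 and 115. A difference between the stages in the hybrid, in the parent or in both may explain the pattern and was not established by the interaction test. Chance with 2 libraries per group stays open.

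Transcripts private to R9308 had reads in a library of the other parent. Of 108 transcripts with at least 5 RPKM in R9308 at both stages and less than 0.1 in Xieqingzao B at the heading stage, 95 had reads in replicate 1 of Xieqingzao B at the tillering stage, and 31 in replicate 2. Their median level in replicate 1 was 3.84% of that in R9308. Sequencing depth is argued against, since 93.2 of the 108 would have reads in replicate 1 at the depth of replicate 2. A mixture with replicate 1 of R9308 at the tillering stage is also argued against, since it would bring 430.4 RPKM of photosynthesis transcripts where 116.1 were observed. RNA or reads of other R9308 or hybrid samples mixed into the library remain a candidate explanation. The median of 3.84% is relative to R9308, and the hybrid libraries hold these transcripts at medians of 31.6% to 50.6% of R9308, so a mixture with hybrid material would need a larger share. Expression of these genes in Xieqingzao B at the tillering stage was not excluded.

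Labels swapped between the parents at the heading stage, or for both libraries of a group, could not show, since the transcripts were chosen by these labels. For single libraries of the tillering stage, a swap is argued against. The highest median in the other parent was 4.05%, for the 79 transcripts private to Xieqingzao B in replicate 1 of R9308 at that stage. Of these 79, 48 had reads in that library and 38 in replicate 2 of R9308, with an upper quartile of 28.7% of the Xieqingzao B level in replicate 1. Their levels in replicate 1 had a rank correlation of -0.07 with those in Xieqingzao B, against 0.41 for the 108 transcripts in replicate 1 of Xieqingzao B. Whether Xieqingzao B or hybrid material was mixed into this R9308 library was not tested, and stays open.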

How the results depend on the processing

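The block with crossed replicate numbers, the exchanged dispersions, the authors' deposited DG_HP_ and the separated calls were chosen after the data were seen. So were the dominance classes of the DG_HP_ of the exact test with a common dispersion. For each change given here the cause was not tested. Call counts at the tillering stage moved most between tests. In the order R9308 against the hybrid, Xieqingzao B against the hybrid, DG_PP_, DG_HP_ and total, the quasi-likelihood test called 3, 0, 7, 3 and 7 there, with 4920, 2438, 2563 and 5947 at an unadjusted p-value under 0.05 for the first 4.

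DESeq2 gave 2508, 834, 1253, 2917 and 3260 at the tillering stage. For the heading stage it gave 1401 against R9308, 3833 against Xieqingzao B, 4677 DG_HP_ and 5914 in total. Against both parents it called 425 and 557 at the tillering and heading stages. Between the stages it called 2919 in R9308, 2782 in Xieqingzao B and 3931 in the hybrid. It called 39 of the discussed loci.

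The exact test with a common dispersion gave 1866, 810, 1734, 2358 and 2876 at the tillering stage. Its heading counts were 1688, 3794, 4781 DG_HP_ and 5984 in total. Against both parents it called 318 and 701, and between the stages 2493, 2426 and 2669 in R9308, Xieqingzao B and the hybrid. Of its heading DG_HP_, 56.8% were HPL and 42.8% below the mid-parent. It gave 5 and 12 GO terms and 5 and 10 pathways, and called 34 of the discussed loci. Tagwise dispersions gave 1211, 436, 1076, 1494 and 1926 at the tillering stage, and 1228, 3573, 4331 DG_HP_ and 5575 in total at the heading stage. With the other stage's common dispersion, the exact test gave 5548, 2368, 3297, 6455 and 7030 at the tillering stage, and 671, 1261, 1839, 1789 and 2423 at the heading stage.

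All 12 libraries in one fit gave 1047, 81, 584, 1108 and 1424 at the tillering stage and 65, 1036, 1731, 1095 and 2037 at the heading stage, with 9 discussed loci called and 26 adjusted over the list alone. Only the 4 libraries of the pair gave 0 against R9308 (3766 at an unadjusted p-value under 0.05), 3 DG_PP_, 0 DG_HP_ (4577) and 3 in total at the tillering stage, and 1088 against Xieqingzao B, 1615, 1340 and 2211 at the heading stage. Transcripts summed to the locus gave 10 against R9308, 114 DG_PP_, 10 DG_HP_ and 115 in total at the tillering stage, and 601 against R9308 and 3599 DG_HP_ at the heading stage. With no filter on low counts, the tillering counts were 6, 27, 6 and 27 in the same order, and 329 transcripts were called between the stages in the hybrid.

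A replicate block gave 0 against R9308, 0 DG_PP_, 0 DG_HP_ and 0 in total at the tillering stage, with 3705, 2197 and 4524 at an unadjusted p-value under 0.05 for the first 3. At the heading stage it gave 0 against R9308 (3344 at that level), 343 against Xieqingzao B, 1277 DG_PP_, 343 DG_HP_ and 1337 in total. Between the stages it gave 58 in R9308, 0 in Xieqingzao B and 0 in the hybrid (5330 and 6713 at that level), and it called 3 of the discussed loci. Replicate numbers need not pair libraries, and the log2 ratios of the replicates correlated between groups at 0.04, -0.01 and -0.36 at the tillering stage and -0.20, -0.02 and -0.04 at the heading stage. With the numbers of Xieqingzao B crossed, the block gave 0, 0, 0 and 0 at the tillering stage (4836 against R9308, 2378 DG_PP_ and 5828 DG_HP_ at that level) and 32 against R9308 at the heading stage.

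Library size only put 54.8% of the heading DG_HP_ below the mid-parent, a reversal. It also reversed Os07t0424400 (-0.017) and Os03t0736300 (-0.0437) against Xieqingzao B, and the replicate block reversed Os09t0371500 (0.094) and Os03t0224200 (0.014) against R9308. A 95% interval gave 45.9% HPL at the heading stage. With log2(RPKM + 1), LPL fell to 0 at the tillering stage, HPL rose to 66.3% at the heading stage, and the share below the mid-parent was 0 at the tillering stage, a reversal, and 33.3% at the heading stage. The direction of the called comparison gave 0 and 31.7%, the former a reversal. The authors' deposited DG_HP_ gave 5 and 9 GO terms and 4 and 12 pathways, and the separated calls of the exact test gave 5 terms and 7 pathways at the tillering stage. A background of all transcripts left 1 pathway at the heading stage.

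The ratio of the hybrid's distances at the heading stage was 0.765 with 1 - Spearman and 0.779 with Euclidean distance. With a mean RPKM of at least 1, the lowest *R*2 was 0.644 and the stage ratio of R9308 to Xieqingzao B reversed to 0.991. Untransformed RPKM gave a lowest *R*2 of 0.378. With a mean RPKM of at least 5 against less than 0.1, the highest share of private transcripts in the other parent was 85.0% and the lowest in the own parent was 45.6%. Medians in place of sums gave log2 ratios of photosynthesis RPKM of 0.98 for the hybrid over Xieqingzao B, 3.30 for Xieqingzao B over R9308 and 4.27 for the hybrid over R9308 at the heading stage, and -0.69 for Xieqingzao B over the hybrid at the tillering stage.

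Leaving out each library in turn gave no calls, so ranges of values are given. The stage ratio ranged from 0.745 to 1.57 for R9308 over Xieqingzao B and from 0.885 to 2.14 for the hybrid over Xieqingzao B. A group left with 1 library has a noisier mean, which can itself lengthen its distances. The ratio of the hybrid's distances ranged from 0.452 to 0.832 at the heading stage and from 1.38 to 2.85 at the tillering stage. Transcripts with a fold change of at least 2 without a test ranged from 7007 to 11946 between Xieqingzao B and the hybrid at the tillering stage, the latter without replicate 1 of the hybrid. Photosynthesis log2 ratios ranged from 0.080 to 6.73 for R9308 over Xieqingzao B, from -0.21 to 6.45 for R9308 over the hybrid and from -0.44 to -0.15 for Xieqingzao B over the hybrid at the tillering stage. Those of the heading stage ranged from 1.20 to 1.59 for Xieqingzao B over R9308, from 1.25 to 2.06 for the hybrid over R9308 and from -0.16 to 0.65 for the hybrid over Xieqingzao B. The *R*2 with qRT-PCR ranged from 0.879 to 0.907 over both stages, from 0.507 to 0.588 at the tillering stage and from 0.316 to 0.585 at the heading stage, the lowest without replicate 2 of Xieqingzao B.

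Discussed loci whose sign turned had ranges against R9308 from -0.82 to 1.12 (Os03t0340500), -0.019 to 0.15 (Os05t0524400), -0.25 to 0.15 (Os11t0148500), -0.70 to 1.00 (Os09t0371500), -0.26 to 0.11 (Os11t0210500), -0.68 to 0.16 (Os11t0210600), -1.02 to 0.030 (Os10t0573400) and -0.15 to 0.14 (Os03t0224200). Against Xieqingzao B the ranges were -0.072 to 0.43 (Os03t0808100), -0.14 to 0.43 (Os07t0424400) and -0.36 to 0.76 (Os03t0736300). Over the other settings, the comparisons of discussed loci with a parent gave 59 stronger, 30 weaker, 4 reversed and 377 unchanged results. The length correction (18 results) and a mean of at least 50 counts (10 results) kept every result on its side.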

Differences from the paper's values

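The paper gives 829 DG_HP_ at the tillering stage, against 3 here. Of the alternatives set before the data were examined, 1 fit over all 12 libraries (1108) fell within 1.5 times the paper's value, and the others did not. For the heading stage, the paper gives 4186 and the value here was 2368. DESeq2 (4677), the exact tests with common (4781) and tagwise dispersions (4331) and sums over loci (3599), all set before the data were examined, closed this gap. Between R9308 and the hybrid, the paper gives 730 transcripts at the tillering stage against 3 here, closed by the fit over 12 libraries (1047), and 1750 at the heading stage against 241 here, closed by DESeq2 (1401) and the exact tests with common (1688) and tagwise dispersions (1228). Between Xieqingzao B and the hybrid at the tillering stage, the paper gives 148 against 0 here (2438 at an unadjusted p-value under 0.05), and none of the alternatives set before the data were examined closed the gap, with 81 from 12 libraries and 436 from tagwise dispersions. The paper's DG_PP_ at the tillering stage number 1465 against 7 here, closed by DESeq2 (1253), and by the exact tests with common (1734) and tagwise dispersions (1076). The paper's total at this stage is 1776 against 7 here, closed by tagwise dispersions (1926) and by 12 libraries (1424).

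The paper gives 493 DG_HP_ with a GO term at the tillering stage against 0 here. The exact test with a common dispersion, set before the data were examined, gave 1253, and the DG_HP_ of the authors' deposited table, chosen after seeing the values, gave 493. At the heading stage the paper gives 2442 against 1301 here, closed by the exact test with a common dispersion (2600) and, chosen after seeing the values, by the authors' deposited table (2442). For KEGG pathways, the paper gives 200 transcripts at the tillering stage against 0 here, where the exact test with a common dispersion gave 368 and the authors' deposited table, chosen after seeing the values, gave 192. At the heading stage the paper gives 830 against 390 here, closed by the exact test with a common dispersion (776) and, chosen after seeing the values, by the authors' deposited table (773). The paper's Table S3 lists 15 pathways at the tillering stage against 0 here at an unadjusted p-value under 0.05. The exact test with a common dispersion (20) closed this gap, as did the authors' deposited table (15) and separated calls of that exact test (15), both chosen after seeing the values.

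In Fig. 4, read by eye, the paper's shares at the heading stage are about 24% AHP against 0.465% here, about 33% HPL against 54.6%, about 18% LPL against 44.8% and about 25% BLP against 0.127%. Of the alternatives set before the data were examined, the 95% interval closed the gap for HPL (45.9%), and none closed it for the other 3 classes. The paper's Table S2 lists 44 AHP, 184 HPL, 343 LPL and 258 BLP at the tillering stage, against 0, 0, 3 and 0 here, and none of the alternatives set before the data were examined closed these gaps. The authors' deposited table, chosen after seeing the values, gave 227 HPL and 601 LPL. By the authors' RPKM, the hybrid was below both parents in 116 of the 258 transcripts that the paper's Table S2 lists as BLP and between them in 142, and above both in 32 of the 44 listed as AHP.

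Some directions differ from the paper's statements when each locus is read by its most abundant transcript. The paper counts *SUS4* as higher in the hybrid, and it was lower than in Xieqingzao B here (log2 fold change -0.79, Os03t0340500). It counts Os07t0181000 (PK) and Os08t0120600 (FBA) as higher, and both were lower than in both parents (-0.98 and -0.38 against R9308, -0.40 and -2.03 against Xieqingzao B). The authors' deposited table passes other transcripts of these loci as higher in the hybrid than in Xieqingzao B, namely Os03t0340500-01, Os07t0181000-04 and Os08t0120600-02, and these were higher than in Xieqingzao B here too. Os11t0148500 (PK), Os05t0469800, Os09t0371500 and Os10t0480900 (PDC), and Os11t0210500 and Os11t0210600 (ADH) were lower than in R9308 here (-0.03, -0.55, -0.09, -0.71, -0.09 and -0.32). For Os11t0148500 the authors' deposited table passes another transcript, Os11t0148500-01, which was higher than in R9308 here as well (3.06). Os03t0224200 (RRs-B), counted as lower, was higher than in Xieqingzao B (1.24). Of the 47 discussed loci, 18 were called here, while DESeq2 called 39 and the exact test with a common dispersion 34. The paper describes the stages as further apart in R9308 than in Xieqingzao B, and the ratio here was 1.03. The paper lists glycolysis and carbohydrate metabolic process among the represented terms of the heading stage, and they had 6 and 34 transcripts against 8.79 and 37.9 expected.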

Other observations

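The explanations by a larger spread at the tillering stage, a length trend at both stages combined, a mislabelled sample, opposite signs in qRT-PCR, and shoot tissue were written down before their results were seen, and all other tests in this part, including the split of the last by stage, were chosen after.

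More DG_HP_ were called at the heading stage than at the tillering stage, while 12311 transcripts had a fold change of at least 2 without a test at the tillering stage and 10528 at the heading stage. With the dispersions exchanged, 6455 DG_HP_ were called at the tillering stage and 1789 at the heading stage. A larger spread between libraries at the tillering stage may account for the order of the counts, but neither value decides this. A larger spread itself raises the number of fold changes without a test, and the exchange can only raise the tillering count and lower the heading count. A larger spread and a biological difference between the stages cannot be told apart here, since the spread differs between the same stages that are compared.

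At the tillering stage, 2.02 times as many transcripts had an unadjusted p-value under 0.05 against R9308 as against Xieqingzao B, and at the heading stage 9.14 times as many were called against Xieqingzao B as against R9308. A length trend shared by libraries is argued against, since these ratios were 2.08 and 9.33 after the length correction.

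The correlation of qRT-PCR with RNA-Seq over both stages may come in part from the opposite signs of the transcripts chosen at each stage, since *R*2 within the heading stage was 0.544 beside 0.901 over both.

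Photosynthesis transcripts at the tillering stage stood out in replicate 1 of R9308 alone, which held 95.1% of the summed RPKM. Shoot tissue or light on that root sample is a candidate explanation. A cause in single samples is argued against at the heading stage, where the lowest sum of the 4 Xieqingzao B and hybrid libraries was 2.20 times the highest R9308 sum. A few abundant transcripts are argued against as well, since the median log2 ratio of the hybrid to R9308 was 3.60. At that stage, 54 of 64 tested transcripts were higher in the hybrid than in R9308, and 36 differed at an unadjusted p-value under 0.05. The log2 ratio of the sums of Xieqingzao B over R9308 was 1.41, and between 1.20 and 1.59 as each library was left out. R9308 thus differed from the other genotypes in these libraries, and whether genotype was the cause stays open.

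The 2 hybrid libraries of the tillering stage differed more than those of other groups, with an SD of the log2 ratio of 1.61. Unequal sequencing depth is argued against, since the SD was 1.17 in R9308 with about as unequal totals (ratios of 1.53 and 1.50). A length trend is argued against as well, since the SD was 1.58 after its removal. Nucleosome assembly and ribosomal transcripts were higher in replicate 2, with median log2 ratios of 1.77 and 1.28, against highest medians of 1.18 and 0.82 in 10000 random lists matched for length and level. Mitosis, with 9 of 15 transcripts higher in replicate 2, had a median of 1.1, below the highest random list at 1.51. Microtubule-based movement had 0.54 against a highest random list of 0.37, and its median was 0.60 in R9308. A larger share of dividing root tip tissue in replicate 2 is a candidate explanation. The DNA replication list, which had not been seen before its test, had a median of 0.84, with 46 of 55 transcripts higher in replicate 2. Cell cycle, regulation of cell cycle and DNA replication initiation had 7, 0 and 8 transcripts, too few for a test. No biological explanation by the design was tested, since both libraries are of the same genotype and stage.

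Of the 47 discussed loci, 46 were tested at the tillering stage. None was called (0 of 46), with 7 at an unadjusted p-value under 0.05 against R9308 and 3 against Xieqingzao B.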
